# The Combined Strategy for iron uptake is not exclusive to domesticated rice (*Oryza sativa*)

**DOI:** 10.1038/s41598-019-52502-0

**Published:** 2019-11-06

**Authors:** Andriele Wairich, Ben Hur Neves de Oliveira, Ezequiel Barth Arend, Guilherme Leitão Duarte, Lucas Roani Ponte, Raul Antonio Sperotto, Felipe Klein Ricachenevsky, Janette Palma Fett

**Keywords:** Plant domestication, Plant stress responses, Plant molecular biology

## Abstract

Iron (Fe) is an essential micronutrient that is frequently inaccessible to plants. Rice (*Oryza sativa* L.) plants employ the Combined Strategy for Fe uptake, which is composed by all features of Strategy II, common to all Poaceae species, and some features of Strategy I, common to non-Poaceae species. To understand the evolution of Fe uptake mechanisms, we analyzed the root transcriptomic response to Fe deficiency in *O. sativa* and its wild progenitor *O. rufipogon*. We identified 622 and 2,017 differentially expressed genes in *O. sativa* and *O. rufipogon*, respectively. Among the genes up-regulated in both species, we found Fe transporters associated with Strategy I, such as *IRT1, IRT2* and *NRAMP1*; and genes associated with Strategy II, such as *YSL15* and *IRO2*. In order to evaluate the conservation of these Strategies among other Poaceae, we identified the orthologs of these genes in nine species from the *Oryza* genus, maize and sorghum, and evaluated their expression profile in response to low Fe condition. Our results indicate that the Combined Strategy is not specific to *O. sativa* as previously proposed, but also present in species of the *Oryza* genus closely related to domesticated rice, and originated around the same time the AA genome lineage within *Oryza* diversified. Therefore, adaptation to Fe^2+^ acquisition via IRT1 in flooded soils precedes *O. sativa* domestication.

## Introduction

Iron (Fe) is an essential micronutrient for virtually all organisms. In humans, anemia prevalence was one third of world population in 2010, and Fe deficiency anemia (IDA) is correlated with decreased cognitive performance, low weight at birth, and child and maternal mortality^1^. In plants, the capacity to change redox states from Fe^2+^ (ferrous) to Fe^3+^ (ferric) allows Fe to participate in electron transfer reactions in both photosynthesis, respiration and chlorophyll biosynthesis^2,3^. Higher plants cultivated under Fe deficiency experience severe chlorosis, reduction on biomass, yield and nutritional value of their grains^4^. In calcareous soils, which cover approximately one third of the Earth’s surface^4,5^, Fe is less bioavailable to plants, which can lead to Fe deficiency. In contrast, Fe can become harmful when present at elevated concentrations in plant tissues, since it can react with oxygen and catalyze the formation of reactive oxygen species through the Fenton reaction^6^. Thus, plants must tightly regulate internal Fe concentration to avoid both Fe toxicity and Fe deficiency^2^.

To cope with Fe deficiency, plants possess two different ways to maintain adequate levels of Fe^7^. Strategy I, or reduction strategy, found in all plants except those from the *Poaceae* family, consists in: (1) lowering soil pH by extrusion of H^+^ to increase Fe^3+^ solubility, which relies on P-type ATPases such as AtAHA2 in Arabidopsis^8^; (2) reduction of Fe^3+^ to Fe^2+^ at the root surface by a plasma membrane-bound ferric-chelate reductase, named AtFRO2 (Ferric Reductase Oxidase)^9^; and uptake of Fe^2+^ into root cells by the Fe high-affinity transporter AtIRT1 (Iron-Regulated Transporter)^10^. All proteins involved in this strategy increase their expression level under Fe deficiency. On the other hand, plants from the *Poaceae* family rely on Strategy II, or chelation strategy, to absorb Fe. This strategy employs the release of phytosiderophores into the rhizosphere. Phytosiderophores are derivatives of mugineic acid (MAs) family of modified amino acids^11^. MAs synthesis involves the trimerization of S-adenosyl Met to form nicotianamine (NA), catalyzed by nicotianamine synthase (NAS)^12^; the conversion of NA in 3-keto intermediate by the transfer of an amino group by nicotianamine aminotransferase (NAAT)^13^, and DMA synthesis by deoxymugineic acid synthase (DMAS)^13^. The first MA synthesized in the pathway is DMA, but different grass species may secrete other forms of MAs. Phytosiderophore secretion is performed by OsZIFL4/TOM1 (transporter of mugineic acid family phytosiderophores 1) in rice^14,15^. In the rhizosphere, phytosiderophores chelate Fe^3+^ and the formed complex Fe(III)-MA is transported into root cells through specific transmembrane proteins of the Yellow Stripe (YS) family, such as Yellow Stripe 1 (YS1) in maize^16^ and its ortholog Yellow Stripe-like 15 (OsYSL15) in rice^17^.

In spite of being a grass and relying on Strategy II, *O. sativa* was shown to induce the Fe^2+^ transporters *OsIRT1* and *OsIRT2* under Fe deficiency^18,19^. It was proposed that *O. sativa* uses a Combined Strategy (CS) to absorb Fe from the rhizosphere, using all features of Strategy II plants and partial features of Strategy I, such as IRT-type transporters^20^. The capability to absorb Fe^2+^ would have evolved in *O. sativa* as an adaptation to flooded paddies, since cultivated rice is well adapted for growth under submerged conditions, in which Fe^2+^ is frequently more abundant than Fe^3+^, unlike most graminaceous crops^11,18,21^. Thus, *O. sativa* is the only plant described as using the CS for Fe uptake to date^22^.

The *Oryza* genus is composed by two domesticated species, *O. sativa* and *O. glaberrima*, and 25 wild species which diverged from their wild progenitors 9,000 to 8,000 years ago^23^. The *Oryza* genus comprehends 11 genome types, 6 diploid (*n* = 12: AA, BB, CC, EE, FF, and GG) and 5 polyploid (*n* = 24: BBCC, CCDD, HHJJ, HHKK, and KKLL)^24^, and a genome variation size of 3.6 times^25^. *O. rufipogon*, an Asian wild grass, is the species most closely related to *O. sativa*^23^.

In the present study, a transcriptomic analysis was performed to compare the regulation of genes involved in Fe deficiency response in *O. sativa* and its wild progenitor *O. rufipogon*. We also analyzed the expression of the orthologs of *OsYSL15*, *OsIRT1*, *OsNRAMP1* and *OsIRO2* in other wild *Oryza* species, as well as in sorghum (*Sorghum bicolor*) and maize (*Zea mays*). Our results indicate that the CS observed in rice, based on OsYL15 and OsIRT1 as Fe^3+^ -phytosiderophore and Fe^2+^ transporters, is not an evolutionary novelty restricted to *O. sativa*, but has an origin that precedes the split of most AA genome *Oryza* species. This suggests a common origin for the CS in these species, and indicates that adaptation to Fe^2+^ acquisition in flooded soils precedes rice domestication.

## Results

### Plants of *O. sativa* and *O. rufipogon* show similar Fe deficiency physiological responses

Plants of *O. sativa* and *O. rufipogon* were cultivated under control condition (CC, containing 100 μM Fe^+3^-EDTA) and Fe deficiency (−Fe) in non-aerated hydroponics for nine days. Overall, both species responded similarly to low Fe conditions. Shoot length decreased significantly in *O. sativa* plants compared with plants in CC after seven days of −Fe, while no change was observed in *O. rufipogon* plants (Fig. 1A). Shoot and root dry weight showed no significant differences in both species when comparing plants under CC or −Fe conditions (Fig. 1B,C). Chlorophyll concentration decreased clearly in both species after five days of −Fe treatment (Fig. 1D). These data indicate that both *O. sativa* and *O. rufipogon* are at the early stage of the Fe deficiency response at five days of treatment.

**Figure 1:**
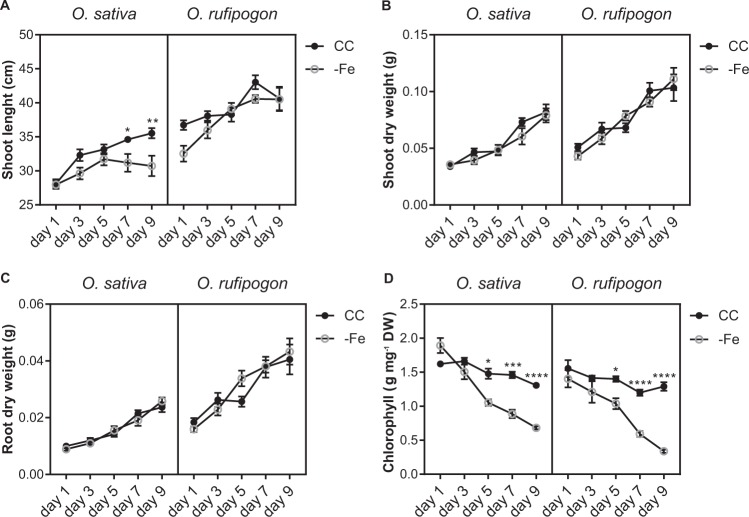
Phenotypic analysis of *Oryza sativa* and *Oryza rufipogon* plants grown under control (CC) and Fe deficiency (−Fe) conditions. Four week-old plants were grown with or without Fe for up to 9 days. (**A**) Shoot length (cm) (n = 10). (**B**) Shoot dry weight (g) (n = 10). (**C**) Root dry weight (g) (n = 10). (**D**) Chlorophyll concentration (µg mg^−1^ DW) (n = 4, 3 plants each). The *x*-axis represents days after onset of −Fe treatment. Values are the averages ± SE. Asterisks indicate statistical difference between plants grown under CC and −Fe conditions (Student *t*-test, *P-value < 0.05, **P-value < 0.01, ***P-value < 0.001, ****P-value < 0.0001). DW = dry weight.

### *O. sativa* and *O. rufipogon* transcriptomic changes under Fe deficiency

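Roots of *O. sativa* cultivar Nipponbare and of an accession of *O. rufipogon*, a wild rice, were collected from plants grown in nutrient solution with 100 µM Fe-EDTA (control condition, CC) or with no Fe added (−Fe) for 5 days. Each of the 8 RNAseq libraries was made from the pooled RNA of 3 biological replicates, and each species had 2 CC and 2 −Fe libraries, so that n = 2 for every mean. The authors removed reads with a PHRED value under 30, trimmed the adapters with Trim Galore, cut the first 12 nt of the reads and assigned the reads of 50 nt to the transcripts of each species with Kallisto, a program that matches short pieces of each read to a transcriptome without aligning it base by base. The deposited values are the estimated counts and the TPM of each transcript, for 42346 transcripts of 35679 genes in *O. sativa* and 47456 transcripts of 37071 genes in *O. rufipogon*. An estimated count is not whole when Kallisto divides reads between transcripts that match equally well, and 36.5% of the *O. sativa* genes and 24.0% of the *O. rufipogon* genes shared reads with another gene in this way. The total of the estimated counts was 22911261 and 23019020 in the *O. sativa* CC libraries and 24123205 and 25312301 in the *O. sativa* −Fe libraries. In *O. rufipogon* it was 14758304 and 17256880 under CC and 17145733 and 18857150 under −Fe.
The estimated counts were rounded to whole numbers, normalized by the TMM method and tested in each species with the quasi-likelihood test of edgeR, with p values adjusted by the Benjamini-Hochberg method (FDR). Transcripts with at least 5 counts in at least 2 of the 4 libraries of the species were tested. A gene was counted as differentially expressed when at least 1 of its transcripts passed an FDR of 0.05. The paper cites the method of Pimentel et al. for its FDR, which was not run here. Values of single genes come from the same test on the counts summed over all transcripts of the gene, over 25767 genes in *O. sativa* and 21081 in *O. rufipogon*, and their levels are given as TMM-normalized counts per library total (CPM). The biological coefficient of variation between libraries was 18.4% for the transcripts and 11.8% for the genes of *O. sativa*, against 37.1% and 16.8% in *O. rufipogon*. A response that differed between the species was tested as the species by treatment interaction over all 8 libraries. Gene positions are those of the supplementary tables, for which the paper's text names no genome build. Counts that Kallisto divides carry an error that these tests do not include, and with 2 libraries per condition an exact permutation test of a single gene cannot give a two-sided p under 0.333.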

In order to compare the Fe deficiency gene expression responses in *O. sativa* and *O. rufipogon*, transcriptomic analyses of roots from plants submitted to CC and −Fe treatments were performed. Deep sequencing generated 33,253,905 reads from *O. sativa* CC libraries, 36,581,515 from *O. sativa* −Fe libraries; 34,973,923 from *O. rufipogon* CC libraries, and 36,365,135 from *O. rufipogon* −Fe libraries. 

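Summed over the 2 libraries of each condition, the estimated counts were 45930281 for *O. sativa* CC, 49435506 for *O. sativa* −Fe, 32015184 for *O. rufipogon* CC and 36002883 for *O. rufipogon* −Fe. The levels and tests reported beside the results use these estimated counts, or TPM where that is stated, and not the paper's read totals. The number of transcripts with an estimate above 0 was 33785 and 33338 in the *O. sativa* CC libraries, 33588 and 33738 in the *O. sativa* −Fe libraries, 27477 and 28266 in the *O. rufipogon* CC libraries and 29144 and 29127 in the *O. rufipogon* −Fe libraries. The 20 most abundant transcripts held between 4.08% and 6.29% of the counts of an *O. sativa* library and between 4.74% and 6.13% of those of an *O. rufipogon* library. The chi-square of the counts of the 2 libraries of one condition, divided by its degrees of freedom, was 9.12 for *O. sativa* CC, 12.2 for *O. sativa* −Fe, 34.8 for *O. rufipogon* CC and 5.62 for *O. rufipogon* −Fe. A ratio near 1 would be left by counting noise alone. The ratios lie above it, but library preparation would raise them too, so they cannot show that the libraries are biological replicates. Every library was kept as a separate replicate, since the paper describes 2 libraries for each condition.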

Transcripts were considered differentially expressed when FDR < 0.05 (Supplementary Fig. 1). 

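Of the 30675 *O. sativa* transcripts tested, 5517 had an unadjusted p under 0.05 and 1039 passed the FDR of 0.05, 527 of them higher and 512 lower under −Fe. They belong to 983 genes, 2.76% of the genes listed for the species. A transcript rose in 496 genes and fell in 494, and 7 genes had transcripts in both sets. The log2 fold change of the transcripts that passed was at least 0.39 in size, with a median size of 1.17. Among these genes, 266 of the up-regulated and 212 of the down-regulated ones shared reads with another gene. With the replicate number as a block, 954 genes passed, 426 up and 535 down. Deviations from the condition mean had a correlation across transcripts of −0.079 between libraries with the same number, and of −0.127 across genes. Pairing CC 1 with −Fe 2 and CC 2 with −Fe 1, a pairing chosen after seeing the data, left 680 genes, 364 up and 322 down. With DESeq2 1749 genes passed. Counts summed per gene before the test gave 1709 genes, and 2036 with the crossed pairing, 917 up and 1119 down. On simulated counts the test recovered 84% of 200 changed transcripts with a mean count of at least 50.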

Comparing −Fe to CC, *O. sativa* showed a total of 622 differentially expressed genes (340 up- and 282 down-regulated), which represent 1.77% of all annotated genes in the genome of this species (Supplementary Table 1). *O. rufipogon* showed a total of 2,017 differentially expressed genes (1,433 up- and 584 down-regulated), which represent 5.43% of all annotated genes in the genome of this species (Supplementary Table 2).

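In *O. rufipogon*, 25071 transcripts were tested, 6579 had an unadjusted p under 0.05 and 909 passed the FDR of 0.05, 758 of them higher and 151 lower under −Fe. These transcripts belong to 886 genes, 2.39% of the listed genes, of which 745 had a transcript that rose, 150 one that fell and 9 one of each. The smallest log2 fold change that passed was 0.63 in size and the median was 2.24. Reads were shared with another gene by 382 of the up-regulated and 64 of the down-regulated genes. With the replicate number as a block no transcript passed (0 genes), although 5549 had an unadjusted p under 0.05. The crossed pairing left 0 genes as well, with 4897 transcripts at an unadjusted p under 0.05. The correlation of the deviations of same-numbered libraries was 0.025 across transcripts and 0.076 across genes. When the counts were summed per gene before the test, 3378 genes passed, 2504 up and 874 down. The replicate block, added to the test of summed counts after seeing the data, gave 3489 genes, 2467 up and 1022 down, and the crossed pairing 2958. The simulated test recovered 62% of 200 changed transcripts in this species and 87.5% of 200 changed genes, against 91.5% of the genes in *O. sativa*, all with a mean count of at least 50. The test of transcripts called fewer genes in *O. rufipogon* than in *O. sativa*, and the test of summed counts called more.

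**Figure D1:**
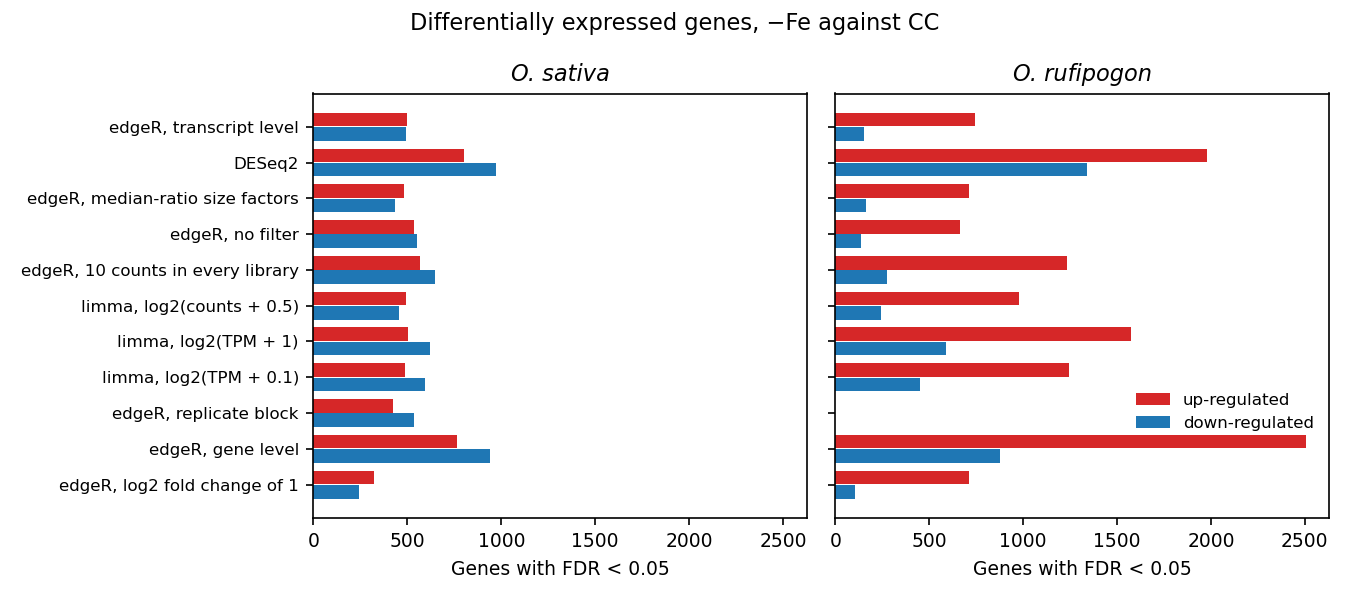
Number of up-regulated (red) and down-regulated (blue) genes with an FDR under 0.05 (horizontal axis) in *O. sativa* (left) and *O. rufipogon* (right) under the test of transcripts and the alternatives named on the vertical axis. The blocks chosen after seeing the data are not drawn. The bars of *O. rufipogon* run from 0 genes with the replicate block to 2504 up-regulated genes at gene level, and those of *O. sativa* from 240 to 972.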

### Functional annotation of differentially expressed transcripts associated with Fe deficiency response in *O. sativa* and *O. rufipogon* shows similar processes

Aiming to compare the transcriptomic changes in roots under −Fe from *O. sativa* and *O. rufipogon*, we performed Gene Ontology (GO) categories enrichment analysis. From a total of 622 and 2,017 differentially expressed genes in *O. sativa* and *O. rufipogon*, respectively, 485 and 1,516 genes could be assigned a GO term and were considered in the enrichment analysis. We found 216 terms enriched in the set of differentially expressed genes of *O. sativa*, with 120 terms up- and 96 terms down-regulated by −Fe, and 280 terms enriched in the set of differentially expressed genes of *O. rufipogon*, with 138 terms up- and 142 terms down-regulated. When comparing *O. sativa* and *O. rufipogon*, we found processes regulated in both: 26 processes were up- and 29 were down-regulated in the two *Oryza* species. 

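The enrichment of GO terms was not analysed here, and the values of single genes of the methionine cycle are given instead. *ARD2* (OS03G0161800 in *O. sativa* and ORUFI03G04320 in *O. rufipogon*, on chromosome 3 in both), a dioxygenase of methionine salvage, had 193 ± 3.52 CPM (SD, n = 2) under CC and 1078 ± 85.8 CPM under −Fe in *O. sativa*, a log2 fold change of 2.48 (standard error 0.101, edgeR adjusted p = 2.07e-06). Its level in *O. rufipogon* rose from 216 ± 11.8 CPM to 1019 ± 20.7 CPM, a log2 fold change of 2.24 (standard error 0.114, edgeR adjusted p = 0.00117). The gene of methylthioribulose-1-phosphate dehydratase/enolase-phosphatase E1 (OS11G0484000 in *O. sativa* and ORUFI11G14510 in *O. rufipogon*, chromosome 11) rose from 485 ± 56.6 CPM to 4858 ± 402 CPM in *O. sativa* (log2 fold change 3.32, standard error 0.138, edgeR adjusted p = 2.38e-06). In *O. rufipogon* the same gene rose from 179 ± 40.2 CPM to 1633 ± 207 CPM (log2 fold change 3.19, standard error 0.201, edgeR adjusted p = 0.0015). For the aminotransferase gene on chromosome 9 (OS09G0453800 in *O. sativa* and ORUFI09G13500 in *O. rufipogon*), the log2 fold change was 3.11 (standard error 0.114, edgeR adjusted p = 1.13e-06) in *O. sativa* and 3.20 (standard error 0.188, edgeR adjusted p = 0.00142) in *O. rufipogon*. Methylthioadenosine nucleosidase (OS06G0112200 in *O. sativa* and ORUFI06G00790 in *O. rufipogon*, chromosome 6) had a log2 fold change of 2.17 (standard error 0.0990, edgeR adjusted p = 3.71e-06) in *O. sativa* and 1.58 (standard error 0.114, edgeR adjusted p = 0.00184) in *O. rufipogon*. The response of the nucleosidase gene was smaller in *O. rufipogon* by a species by treatment interaction of −0.59 (edgeR adjusted p = 0.0195). None of these 4 genes shared reads with another gene. Across the 74 single-gene values tested, the alternative that changed most calls was the test of the most abundant transcript of a gene among all transcripts, with 7 genes no longer past the FDR and 67 unchanged in direction and call. Of these 7 genes, 6 have 1 transcript, so that their counts were the same and only the test among transcripts in place of genes differed. With the replicate number as a block, 72 of the 74 kept direction and call.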

Among the up-regulated processes in both species (Supplementary Fig. 2A), we found “iron ion transport”, “zinc II ion transport”, “organic acid biosynthetic process”, processes related to “amino acid salvage” including “L-methionine salvage” and “L-methionine salvage from methylthioadenosine” as well as several amino acid biosynthetic processes, mainly related to “methionine biosynthetic process”, “S-adenosylmethionine biosynthetic process” and “L-methionine biosynthetic process”. 

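In the supplementary tables, 5 down-regulated genes of *O. sativa* and 4 of *O. rufipogon* carry a starvation term. All of them had an FDR under 0.05 with a fall at gene level, with log2 fold changes from −3.21 to −0.90 in *O. sativa* and from −1.92 to −1.27 in *O. rufipogon*. *SPX1* (OS06G0603600, chromosome 6, 23875437 to 23879965) fell from 152 ± 7.09 CPM (SD, n = 2) under CC to 28.7 ± 2.62 CPM under −Fe in *O. sativa*, a log2 fold change of −2.41 (standard error 0.0920, edgeR adjusted p = 1.36e-06), and shared reads with another gene. Its ortholog (ORUFI06G21760, chromosome 6, 21078750 to 21082780) fell from 262 ± 58.0 CPM to 87.8 ± 11.0 CPM, a log2 fold change of −1.58 (standard error 0.185, edgeR adjusted p = 0.00508). *SPX2* (OS02G0202200, chromosome 2, 5706636 to 5709119) fell from 47.0 ± 8.43 CPM to 7.12 ± 0.634 CPM in *O. sativa* (log2 fold change −2.72, standard error 0.151, edgeR adjusted p = 2.76e-05). The *O. rufipogon* gene paired with it (ORUFI03G26300) lies on chromosome 3, from 21443041 to 21447395, and shared reads with another gene. It fell from 108 ± 20.2 CPM to 44.8 ± 0.200 CPM (log2 fold change −1.27, standard error 0.154, edgeR adjusted p = 0.00549). The purple acid phosphatase 10 gene (OS01G0776600 in *O. sativa* and ORUFI01G36050 in *O. rufipogon*, chromosome 1) had a log2 fold change of −0.90 (standard error 0.0770, edgeR adjusted p = 0.000173) in *O. sativa* and −1.66 (standard error 0.183, edgeR adjusted p = 0.00443) in *O. rufipogon*.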

Among the commonly down-regulated processes (Supplementary Fig. 2B), we found terms associated to “cellular response to nutrient levels”, “cellular responses to starvation”, “responses to extracellular stimulus”. 

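*MGD3* (OS02G0802700, chromosome 2, 34223237 to 34227448), annotated with a glycolipid term, fell from 95.5 ± 3.66 CPM (SD, n = 2) under CC to 45.1 ± 0.177 CPM under −Fe in *O. sativa*, a log2 fold change of −1.08 (standard error 0.0760, edgeR adjusted p = 5.77e-05). In *O. rufipogon* (ORUFI02G37800, chromosome 2, 32360232 to 32364749) it fell from 198 ± 4.76 CPM to 103 ± 1.28 CPM, a log2 fold change of −0.95 (standard error 0.101, edgeR adjusted p = 0.00408). A glycosyl transferase gene on chromosome 1 (OS01G0142300 in *O. sativa* and ORUFI01G02770 in *O. rufipogon*) had log2 fold changes of −2.12 (standard error 0.0890, edgeR adjusted p = 2.42e-06) in *O. sativa* and −1.59 (standard error 0.168, edgeR adjusted p = 0.00394) in *O. rufipogon*, where it shared reads with another gene. For a ceramide glucosyltransferase gene (OS01G0906000 in *O. sativa* and ORUFI01G44340 in *O. rufipogon*, chromosome 1) the log2 fold change was −0.96 (standard error 0.115, edgeR adjusted p = 0.00129) in *O. sativa* and −0.75 (standard error 0.118, edgeR adjusted p = 0.0125) in *O. rufipogon*. When its only transcript was tested among all transcripts, the *O. rufipogon* value no longer passed the FDR (edgeR adjusted p = 0.0539). The glycolipid terms cover 3 down-regulated genes of *O. sativa* and 2 of *O. rufipogon*. Sulfate transport is annotated for 2 down-regulated genes in each species, with log2 fold changes of −1.32 and −1.28 in *O. sativa* (edgeR adjusted p = 0.00157 and 0.000962) and −1.21 and −1.02 in *O. rufipogon* (edgeR adjusted p = 0.00898 and 0.00928). Both *O. sativa* sulfate genes and 1 of the *O. rufipogon* genes shared reads with another gene.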

Four similar categories, including metabolic and biosynthetic processes related to glycolipid, glycosilceramide, glucosylceramide and glycosphingolipid; and three categories and processes related to sulfur transport, such as “sulfate transport”, “sulfur compound transport” and “sulfate transmembrane transport” were also identified.

GO terms exclusively up-regulated in *O. sativa* include “formate metabolic process”, “ureide catabolic process”, “ureide metabolic process”, “divalent metal ion transport” and “divalent inorganic cation transport”, whereas down-regulated terms exclusively in *O. sativa*, which include “chemical homeostasis”, “response to toxic substance”, “cellular oxidant detoxification” and “response to oxidative stress”, showed high level of significance (Supplementary Fig. 3A). 

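By the GO annotation of the supplementary tables, response to oxidative stress covers 10 down-regulated genes of *O. sativa* and 1 of *O. rufipogon*, and cellular oxidant detoxification covers 12 and 1. The 10 *O. sativa* genes all passed the FDR at gene level, with log2 fold changes from −6.81 to −0.76 and a median of −2.61. The 12 detoxification genes also passed, from −6.81 to −0.61. In *O. rufipogon*, the log2 fold change was −0.66 for the gene of oxidative stress (edgeR adjusted p = 0.0109) and −0.83 for the gene of detoxification (edgeR adjusted p = 0.00791). Homeostasis terms cover 7 down-regulated genes in *O. sativa*, from −2.14 to −0.78, and 1 in *O. rufipogon*. Of the 10 *O. sativa* genes of oxidative stress, 8 shared reads with another gene. Among them, the gene on chromosome 2 from 825041 to 827640, also annotated with detoxification, did not pass with the replicate number as a block (edgeR adjusted p = 0.171, against 0.0177 without). Whether the genes of oxidative stress and detoxification responded differently in the species was not tested, since they are not listed as ortholog pairs. The 2 homeostasis genes of *O. sativa* that are in Table 1 were not told apart in response from their orthologs by the interaction test (edgeR adjusted p = 0.972 and 0.22). The mitochondrial formate dehydrogenase gene (OS06G0486800 in *O. sativa* and ORUFI06G16260 in *O. rufipogon*, chromosome 6) rose in both species. Its level increased from 186 ± 21.5 CPM (SD, n = 2) to 1909 ± 256 CPM in *O. sativa*, a log2 fold change of 3.36 (standard error 0.139, edgeR adjusted p = 2.87e-06), and from 157 ± 9.02 CPM to 975 ± 207 CPM in *O. rufipogon*, a log2 fold change of 2.63 (standard error 0.177, edgeR adjusted p = 0.00158).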

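Metal ion transport is annotated for 4 down-regulated genes of *O. rufipogon* in the supplementary tables and for 2 of *O. sativa*. At gene level, 3 of the 4 *O. rufipogon* genes had an FDR under 0.05 with a fall, with log2 fold changes between −1.01 and −0.51. The smallest of these falls did not pass with the crossed pairing (edgeR adjusted p = 0.0671). The remaining one, on chromosome 7 from 8065847 to 8072635, rose from 123 ± 12.2 CPM (SD, n = 2) to 284 ± 0.274 CPM when the counts of its transcripts were summed (log2 fold change 1.21, edgeR adjusted p = 0.00305). Its transcript in the down-regulated list had a log2 fold change of −12.46 (edgeR adjusted p = 0.0251). The 2 *O. sativa* genes had log2 fold changes of −1.10 and −0.89 (edgeR adjusted p = 0.00104 and 0.000692).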

*O. rufipogon* up-regulated GO terms include “nitrogen cycle metabolic process”, “nitrate assimilation”, “ammonium transport”, and “response to oxidative stress”, and down-regulated terms include “cellular nitrogen compound catabolic process”, “divalent metal ion transport” and “cellular response to phosphate starvation” (Supplementary Fig. 3B).

### The Fe deficiency regulon genes are responsive in both *O. sativa* and *O. rufipogon*

Although the number of differentially expressed genes was different in roots of *O. sativa* and *O. rufipogon* under −Fe, we found orthologous genes regulated in both species. 

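The 102 ortholog pairs of Table 1 are 57 pairs listed as up-regulated and 45 listed as down-regulated. By the test of transcripts, 36 of the 57 were up-regulated in both species and 21 of the 45 were down-regulated in both. In *O. sativa* 56 of the 57 and all 45 passed, and in *O. rufipogon* 37 and 21. With the counts summed per gene, 55 and 43 pairs passed in both species, so that 98 of the 102 were called in the listed direction. The paper chose the pairs on these same libraries as changed one way in both species, so this agreement was nearly fixed in advance. The alternatives ranged from 0 pairs in both directions with the replicate number as a block to all 57 and 45 with DESeq2. The median log2 fold change of the 57 up-regulated pairs was 2.48 in *O. sativa* (0.23 to 5.27) and 2.65 in *O. rufipogon* (−0.05 to 7.91). For the 45 down-regulated pairs it was −0.90 (−2.72 to −0.29) and −0.88 (−2.63 to −0.30). Across pairs, which are not independent replicates, the log2 fold changes of the species had a Spearman's rho of 0.695 (Pearson's r 0.715) for the up-regulated and 0.619 (Pearson's r 0.658) for the down-regulated ones.
The response of 36 pairs differed between the species at an FDR of 0.05, with a positive interaction (*O. rufipogon* minus *O. sativa*) in 23 and a negative one in 13. Among the up-regulated pairs that differed, the rise was larger in *O. rufipogon* in 17 and smaller in 9, and among the down-regulated ones the fall was smaller in *O. rufipogon* in 6 and larger in 4. With the replicate number as a block within each species, 29 pairs differed, and 34 with the crossed pairing. Of the 57 up-regulated pairs, 26 differed, and the median difference was 0.22 on the log2 scale. Computed from one library per condition and species, this median had an SD of 0.15 over the 16 choices of libraries, and it was not tested against 0. On log2(TPM + 1), which was not scaled between libraries as the counts were, the median difference was −0.088. Over the pairs, the difference was larger for shorter *O. rufipogon* genes (Spearman's rho −0.398). In 2 pairs the genes lie on different chromosomes.

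**Figure D2:**
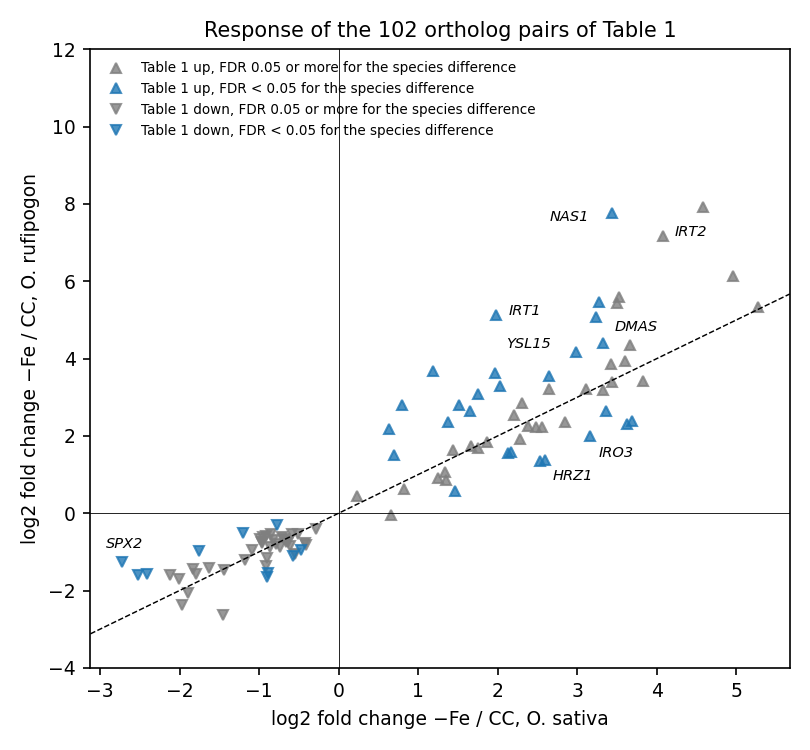
Log2 fold change of −Fe against CC in *O. sativa* (horizontal axis) and in *O. rufipogon* (vertical axis) for the 102 pairs. Triangles point up or down by the direction in Table 1, blue marks the 36 pairs whose response differed between the species, and the dashed line is an equal response. All pairs but 1 have the same sign in both species, for which the paper had chosen them on these same libraries.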

Fifty-seven genes up-regulated by −Fe are orthologous between the two species, whereas 45 orthologous genes were down-regulated in both species after −Fe treatment (Table 1). 

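*IRT1* (OS03G0667500 in *O. sativa* and ORUFI03G29910 in *O. rufipogon*, on chromosome 3) had 76.6 ± 13.1 CPM (SD, n = 2) under CC and 301 ± 24.8 CPM under −Fe in *O. sativa*, a log2 fold change of 1.98 (standard error 0.129, edgeR adjusted p = 0.000162). In *O. rufipogon* it rose from 2.84 ± 0.515 CPM to 100.4 ± 14.1 CPM, a log2 fold change of 5.13 (standard error 0.200, edgeR adjusted p = 0.000675). The response in *O. rufipogon* was larger by 3.15 on the log2 scale (standard error 0.238, edgeR adjusted p = 1.39e-06 for the interaction), from a lower level under CC. *IRT2* (OS03G0667300 in *O. sativa* and ORUFI03G29890 in *O. rufipogon*, also on chromosome 3) was weakly expressed and rose from 0.625 ± 0.0960 CPM to 10.6 ± 2.40 CPM in *O. sativa* (log2 fold change 4.07, standard error 0.279, edgeR adjusted p = 4.91e-05). It had 0 counts in 1 *O. rufipogon* CC library, where 3 counts would correspond to 0.174 CPM, and 5.60 ± 1.41 CPM under −Fe (log2 fold change 7.18, standard error 0.651, edgeR adjusted p = 0.00284). Without 1 of the 4 libraries, this value ranged from 6.23 to 9.62. The reads of *IRT1* and *IRT2* were partly shared with another gene in both species. *NRAMP1* (OS07G0258400 in *O. sativa* and ORUFI07G09420 in *O. rufipogon*, chromosome 7) rose from 47.1 ± 7.84 CPM to 666 ± 20.9 CPM in *O. sativa*, where it also shared reads (log2 fold change 3.82, standard error 0.128, edgeR adjusted p = 1.13e-06). The rise in *O. rufipogon* was from 15.2 ± 1.07 CPM to 163 ± 13.2 CPM (log2 fold change 3.41, standard error 0.133, edgeR adjusted p = 0.000675). Its response was not told apart between the species (interaction −0.41, edgeR adjusted p = 0.14). Nor was that of *IRT2* (interaction 3.15, standard error 1.24, edgeR adjusted p = 0.066).

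**Figure D3:**
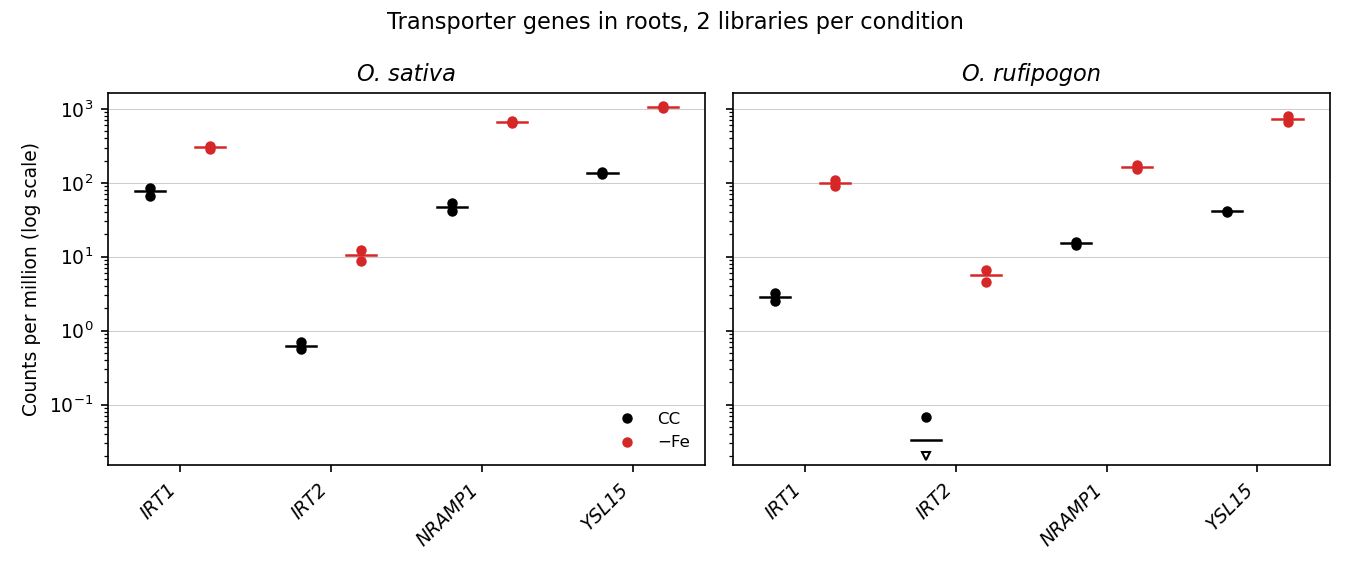
CPM on a log scale (vertical axis) of *IRT1*, *IRT2*, *NRAMP1* and *YSL15* in each CC (black) and −Fe (red) library of *O. sativa* (left) and *O. rufipogon* (right). Points are libraries, lines are means, and the open triangle at the foot of the axis is the *O. rufipogon* CC library with 0 counts of *IRT2*. Both −Fe libraries lie above both CC libraries for every gene.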

Interestingly, a number of genes encoding proteins involved in Strategy I for Fe^2+^ uptake from the rhizosphere were up-regulated under −Fe in both species, such as *IRT1*, *IRT2* and *NRAMP1*. We also found genes related to Strategy II for Fe uptake which were up-regulated in both species, including enzymes involved in biosynthesis and secretion of mugineic acids (MAs), such as *S-adenosylmethionine synthase 2* (*SAM2*), *deoxymugineic acid synthase* (*DMAS*) and *nicotianamine synthase 1* (*NAS1*), and genes involved in the biosynthesis of methionine, as *MTK1* (*Methylthioribose kinase 1*), a precursor for the MAs biosynthetic pathway^13^. 

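*SAM2* (OS01G0323600 in *O. sativa* and ORUFI01G14960 in *O. rufipogon*, chromosome 1) rose from 273 ± 17.1 CPM (SD, n = 2) under CC to 711 ± 49.0 CPM under −Fe in *O. sativa*, a log2 fold change of 1.38 (standard error 0.0970, edgeR adjusted p = 5.81e-05), and from 223 ± 39.8 CPM to 1137 ± 69.0 CPM in *O. rufipogon*, a log2 fold change of 2.35 (standard error 0.160, edgeR adjusted p = 0.00166). For *MTK1* (OS04G0669800 in *O. sativa* and ORUFI04G30700 in *O. rufipogon*, chromosome 4) the log2 fold change was 2.64 (standard error 0.110, edgeR adjusted p = 2.40e-06) in *O. sativa* and 3.21 (standard error 0.244, edgeR adjusted p = 0.00203) in *O. rufipogon*. The level of *NAS1* (OS03G0307300 in *O. sativa* and ORUFI03G15260 in *O. rufipogon*, chromosome 3) increased from 271 ± 37.9 CPM to 2936 ± 478 CPM in *O. sativa* (log2 fold change 3.44, standard error 0.161, edgeR adjusted p = 1.03e-05). In *O. rufipogon* it increased from 4.25 ± 1.39 CPM to 925 ± 195 CPM (log2 fold change 7.78, standard error 0.301, edgeR adjusted p = 0.000675). *NAAT1* (OS02G0306401 in *O. sativa* and ORUFI02G13810 in *O. rufipogon*, chromosome 2), which acts between *NAS1* and *DMAS*, had log2 fold changes of 3.33 (standard error 0.111, edgeR adjusted p = 7.14e-07) and 4.41 (standard error 0.227, edgeR adjusted p = 0.00117). *DMAS* (OS03G0237100 in *O. sativa* and ORUFI03G09980 in *O. rufipogon*, chromosome 3) rose from 52.1 ± 13.0 CPM to 490.5 ± 89.1 CPM in *O. sativa* (log2 fold change 3.23, standard error 0.240, edgeR adjusted p = 0.00494) and from 9.09 ± 0.891 CPM to 309 ± 37.0 CPM in *O. rufipogon* (log2 fold change 5.09, standard error 0.161, edgeR adjusted p = 0.000527). With the replicate number as a block, *DMAS* in *O. sativa* did not pass the FDR (log2 fold change 3.24, edgeR adjusted p = 0.147). The response was larger in *O. rufipogon* for *NAS1* by 4.34 and for *DMAS* by 1.85 on the log2 scale (edgeR adjusted p = 1.46e-06 and 0.000256 for the interaction). The level of *NAS1* under CC was lower in *O. rufipogon*, and its *O. rufipogon* gene is short, with 897 nt. *SAM2*, *MTK1*, *NAS1* and *DMAS* shared reads with another gene in *O. sativa* only.

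**Figure D4:**
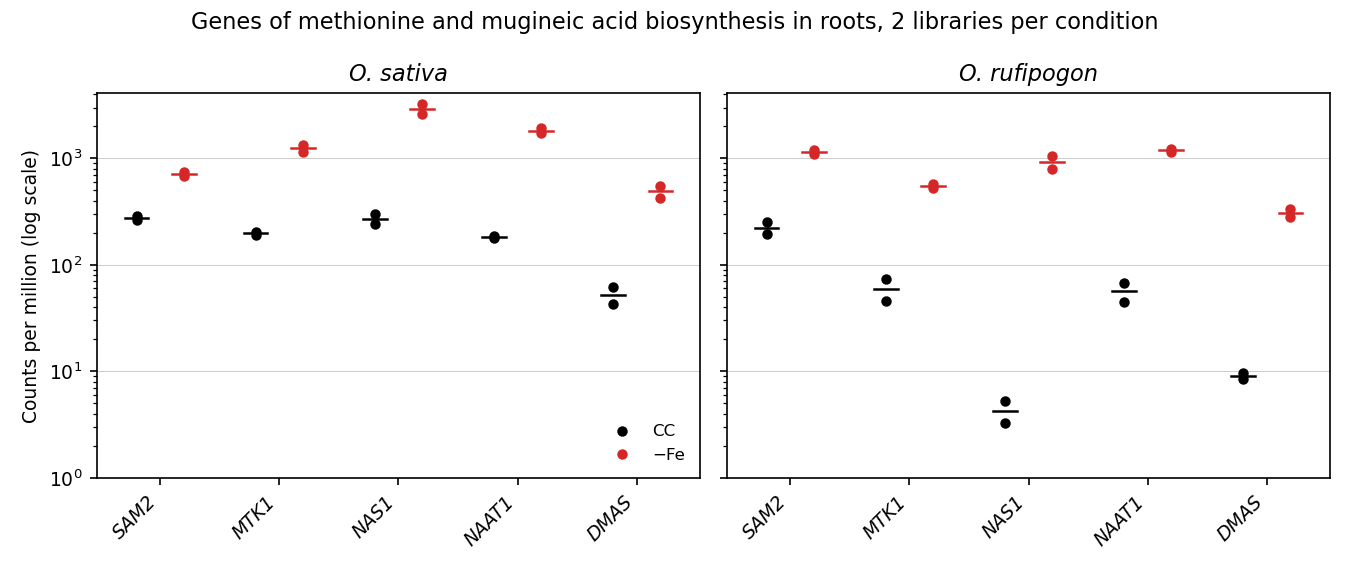
CPM on a log scale (vertical axis) of *SAM2*, *MTK1*, *NAS1*, *NAAT1* and *DMAS* in each CC (black) and −Fe (red) library of *O. sativa* (left) and *O. rufipogon* (right). Points are libraries and lines are means of n = 2. The widest distance between CC and −Fe is that of *NAS1* in *O. rufipogon*.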

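*IRO2* (OS01G0952800 in *O. sativa* and ORUFI01G47560 in *O. rufipogon*, chromosome 1) had 62.3 ± 9.27 CPM (SD, n = 2) under CC and 674 ± 30.7 CPM under −Fe in *O. sativa*, a log2 fold change of 3.44 (standard error 0.121, edgeR adjusted p = 1.13e-06). The rise in *O. rufipogon* was from 20.0 ± 2.67 CPM to 209 ± 9.24 CPM, a log2 fold change of 3.39 (standard error 0.141, edgeR adjusted p = 0.000694). *IRO3* (OS03G0379300 in *O. sativa* and ORUFI03G20000 in *O. rufipogon*, chromosome 3) rose from 22.9 ± 2.42 CPM to 205 ± 3.08 CPM in *O. sativa* (log2 fold change 3.16, standard error 0.0950, edgeR adjusted p = 4.85e-07) and from 25.1 ± 5.92 CPM to 100.1 ± 9.96 CPM in *O. rufipogon* (log2 fold change 1.99, standard error 0.189, edgeR adjusted p = 0.00303). When the most abundant transcript was used alone, *IRO3* in *O. sativa* did not pass the FDR (edgeR adjusted p = 0.0712). For *HRZ1* (OS01G0689451 in *O. sativa* and ORUFI01G30140 in *O. rufipogon*, chromosome 1) the level changed from 46.1 ± 1.89 CPM to 267 ± 1.63 CPM in *O. sativa* (log2 fold change 2.53, standard error 0.0810, edgeR adjusted p = 6.21e-07) and from 41.9 ± 3.09 CPM to 107 ± 1.74 CPM in *O. rufipogon* (log2 fold change 1.35, standard error 0.115, edgeR adjusted p = 0.00239). *HRZ2* (OS05G0551000 in *O. sativa* and ORUFI05G26690 in *O. rufipogon*, chromosome 5) had log2 fold changes of 2.13 (standard error 0.0780, edgeR adjusted p = 1.13e-06) and 1.56 (standard error 0.129, edgeR adjusted p = 0.00232). The response was smaller in *O. rufipogon* for *IRO3* (interaction −1.17, edgeR adjusted p = 0.00118), *HRZ1* (−1.18, edgeR adjusted p = 4.50e-05) and *HRZ2* (−0.57, edgeR adjusted p = 0.0195). With the most abundant transcripts, the *IRO3* interaction was −0.80 and did not pass (edgeR adjusted p = 0.107). *HRZ1* and *HRZ2* shared reads with another gene in both species, *IRO2* in *O. sativa* and *IRO3* in *O. rufipogon*.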

Known regulators of Strategy II, such as the iron-regulated bHLH transcription factor *IRO2*, which plays a role in transcriptional regulation of genes that participate in Fe acquisition^26^; *IRO3*, which plays an important role as a negative regulator of the Fe deficiency response in *O. sativa*; and *HRZ1* and *HRZ2*, which are iron-binding sensors that negatively regulate iron acquisition under conditions of Fe sufficiency^27^, were also up-regulated in roots of both species. Finally, the genes encoding the main Fe(III)-deoxymugineic acid transporter in roots (*YSL15*, which is essential for Fe uptake^17^), were also up-regulated in both *O. sativa* and *O. rufipogon*. These results strongly indicate that these two species utilize a common mechanism, the Combined Strategy, for Fe uptake.

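*YSL15* (OS02G0650300 in *O. sativa* and ORUFI02G27480 in *O. rufipogon*, chromosome 2) increased from 135 ± 3.79 CPM (SD, n = 2) under CC to 1075 ± 44.3 CPM under −Fe in *O. sativa*, a log2 fold change of 2.99 (standard error 0.0970, edgeR adjusted p = 6.21e-07). The increase in *O. rufipogon* was from 41.2 ± 1.17 CPM to 735 ± 86.8 CPM, a log2 fold change of 4.16 (standard error 0.142, edgeR adjusted p = 0.000527). Its response was larger in *O. rufipogon* by 1.17 on the log2 scale (standard error 0.205, edgeR adjusted p = 0.000913 for the interaction). The gene shared reads with another gene in both species.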

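With each library left out in turn, the log2 fold changes of *IRT1*, *IRT2*, *NRAMP1*, *YSL15*, *SAM2*, *MTK1*, *NAS1*, *NAAT1*, *DMAS* and *ENA1* stayed at or above 1.31 in *O. sativa* and 2.18 in *O. rufipogon*, both being the values of *SAM2*. Leaving out a library leaves 1 library in a condition, so no p was computed. The paper starts from the induction of Strategy I transporter genes (*IRT1*, *IRT2* and *NRAMP1*) in both species. It adds the induction, again in both, of Strategy II genes for the synthesis and transport of mugineic acids and of regulators of that strategy. From the presence of both sets among the shared up-regulated genes, the paper proposes that both species take up Fe by the Combined Strategy.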

**Table 1:** List of differentially expressed genes identified by RNAseq in response to Fe-deficiency in roots of *Oryza sativa* and *Oryza rufipogon*.

*O. sativa*	*O. rufipogon*	Gene name	Regulation	Description
**Phytosiderophore biosynthesis**				
OS01G0323600/LOC_Os01g22010	ORUFI01G14960	*SAM2*	up	S-adenosylmethionine synthase [Source:UniProtKB/TrEMBL;Acc:A0A0R7VIP9]
OS02G0306401/LOC_Os02g20360	ORUFI02G13810	*NAAT1*	up	Os02g0306401 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0VI36]
OS03G0237100/LOC_Os03g13390	ORUFI03G09980	*DMAS*	up	NADH-dependent oxidoreductase 1, putative, expressed [Source:UniProtKB/TrEMBL;Acc:Q10PE7]
OS03G0307300/LOC_Os03g19427	ORUFI03G15260	*NAS1*	up	Nicotianamine synthase 1 [Source:UniProtKB/TrEMBL;Acc:H9BE58]
OS04G0669800/LOC_Os04g57400	ORUFI04G30700	*MTK1*	up	Methylthioribose kinase 1 [Source:UniProtKB/Swiss-Prot;Acc:Q7XR61]
OS06G0112200/LOC_Os06g02220	ORUFI06G00790		up	Methylthioadenosine/S-adenosyl homocysteine nucleosidase [Source:UniProtKB/TrEMBL;Acc:Q9LHZ0]
**Iron homeostasis**				
OS01G0689451/LOC_Os01g49470	ORUFI01G30140	*HRZ1*	up	Hemerythrin motif-containing really interesting new gene (RING)-and zinc-finger protein 1 [Source:UniProtKB/TrEMBL;Acc:V9G2Z0]
OS05G0551000/LOC_Os05g47780	ORUFI05G26690	*HRZ2*	up	Os05g0551000 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0WPZ3]
OS03G0751100/LOC_Os03g54000	ORUFI03G35800	*OPT7*	up	Oligopeptide transporter 3, putative, expressed [Source:UniProtKB/TrEMBL;Acc:Q75LM0]
OS11G0151500/LOC_Os11g05390	ORUFI11G03210	*ENA1*	up	Os11g0151500 protein [Source:UniProtKB/TrEMBL;Acc:Q0IUK3]
OS12G0568500/LOC_Os12g38051	ORUFI12G18020		up	Metallothionein-like protein 1, putative, expressed [Source:UniProtKB/TrEMBL;Acc:Q2QNE5]
OS12G0570700/LOC_Os12g38270	ORUFI12G18180	*MT4A*	up	Metallothionein-like protein [Source:UniProtKB/TrEMBL;Acc:A1L4T7]
**Iron transport**				
OS02G0650300/LOC_Os02g43410	ORUFI02G27480	*YSL15*	up	Iron-phytosiderophore transporter YSL15 [Source:UniProtKB/Swiss-Prot;Acc:Q6H3Z3]
OS03G0667300/LOC_Os03g46454	ORUFI03G29890	*IRT2*	up	Fe(2+) transport protein 2 [Source:UniProtKB/Swiss-Prot;Acc:Q6L8G1]
OS03G0667500/LOC_Os03g46470	ORUFI03G29910	*IRT1*	up	Fe(2+) transport protein 1 [Source:UniProtKB/Swiss-Prot;Acc:Q75HB1]
OS04G0542200/LOC_Os04g45860	ORUFI04G21940	*YSL9*	up	Os04g0542200 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0WDA4]
OS07G0258400/LOC_Os07g15460	ORUFI07G09420	*NRAMP1*	up	Metal transporter Nramp1 [Source:UniProtKB/Swiss-Prot;Acc:Q0D7E4]
OS09G0396900/LOC_Os09g23300	ORUFI09G10010	*VIT2*	down	Os09g0396900 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0XMS4]
**Transcription factors**				
OS01G0952800/LOC_Os01g72370	ORUFI01G47560	*IRO2*	up	Os01g0952800 protein [Source:UniProtKB/TrEMBL;Acc:Q0JFZ0]
OS03G0379300/LOC_Os03g26210	ORUFI03G20000	*IRO3*	up	Helix-loop-helix DNA-binding domain containing protein, expressed [Source:UniProtKB/TrEMBL;Acc:Q10KL8]
OS07G0573300/LOC_Os07g38580	ORUFI07G20280	*zinc finger family protein*	down	Os07g0573300 protein [Source:UniProtKB/TrEMBL;Acc:Q6ZL20]
**Other transporters**				
OS08G0207500/LOC_Os08g10630	ORUFI08G06860	*ZIP4*	up	Zinc transporter 4 [Source:UniProtKB/Swiss-Prot;Acc:Q6ZJ91]
OS08G0369000/LOC_Os08g28170	ORUFI08G14240	*nucleobase-ascorbate transporter*	up	Os08g0369000 protein [Source:UniProtKB/TrEMBL;Acc:Q0J648]
OS09G0440700/LOC_Os09g26900	ORUFI09G12590	*COPT5.1*	up	Copper transporter 5.1 [Source:UniProtKB/Swiss-Prot;Acc:Q69P80]
OS11G0235200/LOC_Os11g12740	ORUFI11G07890		up	Nitrate transporter NTL1, putative, expressed [Source:UniProtKB/TrEMBL;Acc:Q53JI5]
OS06G0554800/LOC_Os06g36090	ORUFI06G19420	*ABC-2 type transporter*	down	
OS08G0156600/LOC_Os08g06010	ORUFI08G03760	*transporter, major facilitator family*	down	Os08g0156600 protein [Source:UniProtKB/TrEMBL;Acc:Q0J7X7]
OS12G0581600/LOC_Os12g39180	ORUFI12G18860	*NRAMP7*	down	Metal transporter Nramp6 [Source:UniProtKB/Swiss-Prot;Acc:Q2QN30]
**Other genes**				
OS01G0495701	ORUFI01G40710		up	Os01g0495701 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0V2W9]
OS01G0605100/LOC_Os01g42030	ORUFI01G24790	*BCS1*	up	BCS1 protein-like [Source:UniProtKB/TrEMBL;Acc:Q5ZDA1]
OS01G0608101	ORUFI01G25040		up	Os01g0608101 protein [Source:UniProtKB/TrEMBL;Acc:C7IWA4]
OS01G0655500/LOC_Os01g46720	ORUFI01G27970		up	Probable plastid-lipid-associated protein 14, chloroplastic [Source:Projected from Arabidopsis thaliana (AT5G53450) UniProtKB/Swiss-Prot;Acc:Q9LV04]
OS01G0775400/LOC_Os01g56810	ORUFI01G36000	*CKX5*	up	Cytokinin dehydrogenase 5 [Source:UniProtKB/Swiss-Prot;Acc:Q5ZAY9]
OS01G0878700/LOC_Os01g65670	ORUFI01G42590		up	Os01g0878700 Amino acid transporter, transmembrane domain containing protein [Source:UniProtKB/TrEMBL;Acc:Q5N9H2]
OS01G0952900/LOC_Os01g72360	ORUFI01G47550		up	Os01g0952900 protein [Source:UniProtKB/TrEMBL;Acc:Q0JFZ1]
OS02G0509500/LOC_Os02g30600	ORUFI02G18770		up	Os02g0509500 protein [Source:UniProtKB/TrEMBL;Acc:Q0E0Z7]
OS02G0579800/LOC_Os02g36940	ORUFI02G22960		up	Os02g0579800 protein [Source:UniProtKB/TrEMBL;Acc:Q6EP48]
OS02G0714600/LOC_Os02g48390	ORUFI02G31750		up	Ribose-phosphate pyrophosphokinase 4 [Source:UniProtKB/Swiss-Prot;Acc:Q6ZFT5]
OS02G0731900/LOC_Os02g49920	ORUFI02G33040		up	3-ketoacyl-CoA synthase [Source:UniProtKB/TrEMBL;Acc:A0A0N7KG16]
OS02G0744700/LOC_Os02g51070	ORUFI02G33990	*SSII-2*	up	Starch synthase, chloroplastic/amyloplastic [Source:UniProtKB/TrEMBL;Acc:Q0DXM0]
OS02G0791300/LOC_Os02g54870	ORUFI02G36990		up	Os02g0791300 protein [Source:UniProtKB/TrEMBL;Acc:Q6KAE4]
OS03G0161800/LOC_Os03g06620	ORUFI03G04320	*ARD2*	up	1,2-dihydroxy-3-keto-5-methylthiopentene dioxygenase 2 [Source:UniProtKB/Swiss-Prot;Acc:Q10RE5]
OS03G0327600/LOC_Os03g21040	ORUFI03G16490	*R40C1*	up	Ricin B-like lectin R40C1 [Source:UniProtKB/Swiss-Prot;Acc:Q10M12]
OS03G0401100/LOC_Os03g28300	ORUFI03G21290		up	Os03g0401100 protein [Source:UniProtKB/TrEMBL;Acc:Q10K10]
OS03G0431800/LOC_Os03g31730	ORUFI03G23070		up	Os03g0431800 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0VZP7]
OS03G0736900/LOC_Os03g52680	ORUFI03G34750		up	Os03g0736900 protein [Source:UniProtKB/TrEMBL;Acc:Q0DNS7]
OS01G0776600/LOC_Os01g56880	ORUFI01G36050		down	Purple acid phosphatase 10 [Source:Projected from Arabidopsis thaliana (AT2G16430) UniProtKB/Swiss-Prot;Acc:Q9SIV9]
OS01G0801600/LOC_Os01g58740	ORUFI01G37440		down	Probable glycerol-3-phosphate dehydrogenase [NAD(+)] 2, cytosolic [Source:UniProtKB/Swiss-Prot;Acc:Q8S2G5]
OS01G0814400/LOC_Os01g59900	ORUFI01G38230		down	lisH domain-containing protein C1711.05 [Source:UniProtKB/TrEMBL;Acc:A0A0P0V9N0]
OS01G0906000/LOC_Os01g67870	ORUFI01G44340		down	Os01g0906000 protein [Source:UniProtKB/TrEMBL;Acc:Q0JGT3]
OS01G0908200/LOC_Os01g68020	ORUFI01G44480	*BTBZ2 - Bric-a-Brac, Tramtrack, and Broad Complex BTB domain with TAZ zinc finger and Calmodulin-binding domains*	down	Os01g0908200 protein [Source:UniProtKB/TrEMBL;Acc:Q8L3R7]
OS01G0941800/LOC_Os01g71420	ORUFI01G47010		down	Probable inactive purple acid phosphatase 16 [Source:Projected from Arabidopsis thaliana (AT3G10150) UniProtKB/Swiss-Prot;Acc:Q9SR79]
OS02G0202200/LOC_Os02g10780	ORUFI03G26300	*SPX2*	down	SPX domain-containing protein 2 [Source:UniProtKB/Swiss-Prot;Acc:Q6Z784]
OS02G0327000/LOC_Os02g22130	ORUFI02G15000	*GAP1*	down	GTPase activating protein 1 [Source:UniProtKB/Swiss-Prot;Acc:Q6YWF1]
OS02G0514500/LOC_Os02g31030	ORUFI02G19040	*glycerophosphoryl diester phosphodiesterase family protein*	down	Os02g0514500 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0VJM6]
OS02G0542400/LOC_Os02g33770	ORUFI02G20760	*homeodomain*	down	Os02g0542400 protein [Source:UniProtKB/TrEMBL;Acc:Q6ESZ1]
OS04G0675000/LOC_Os04g57870	ORUFI04G31160		up	Os04g0675000 protein [Source:UniProtKB/TrEMBL;Acc:B9FDA0]
OS05G0482400/LOC_Os05g40384	ORUFI05G21860	*CYP714D1*	up	Cytochrome P450 714D1 [Source:UniProtKB/Swiss-Prot;Acc:Q5KQH7]
OS06G0114000/LOC_Os06g02380	ORUFI06G00900		up	Os06g0114000 protein [Source:UniProtKB/TrEMBL;Acc:Q9LWT6]
OS06G0486800/LOC_Os06g29180	ORUFI06G16260		up	Formate dehydrogenase, mitochondrial [Source:UniProtKB/TrEMBL;Acc:Q0DC43]
OS06G0549600/LOC_Os06g35650	ORUFI06G19050		up	Os06g0549600 protein [Source:UniProtKB/TrEMBL;Acc:Q5Z957]
OS06G0628032/LOC_Os06g42280	ORUFI06G23230		up	Os06g0628032 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0WZ43]
OS06G0702700/LOC_Os06g48960	ORUFI06G28520		up	Os06g0702700 protein [Source:UniProtKB/TrEMBL;Acc:Q5Z825]
OS08G0108700/LOC_Os08g01710	ORUFI08G00660		up	Os08g0108700 protein [Source:UniProtKB/TrEMBL;Acc:Q6ZC75]
OS08G0557200/LOC_Os08g44300	ORUFI08G25860	*RETROTRANSPOSON*	up	Calcineurin-like phosphoesterase family-like [Source:UniProtKB/TrEMBL;Acc:Q6ZJ14]
OS09G0129600/LOC_Os09g04339	ORUFI09G01420		up	Os09g0129600 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0XKA3]
OS09G0453800/LOC_Os09g28050	ORUFI09G13500		up	Aminotransferase [Source:UniProtKB/TrEMBL;Acc:Q67UZ0]
OS10G0195250/LOC_Os10g11889	ORUFI12G07700		up	Os10g0195250 protein [Source:UniProtKB/TrEMBL;Acc:B9G7W2]
OS11G0484000/LOC_Os11g29370	ORUFI11G14510		up	Probable bifunctional methylthioribulose-1-phosphate dehydratase/enolase-phosphatase E1 [Source:UniProtKB/Swiss-Prot;Acc:Q2R483]
OS12G0260500/LOC_Os12g16010	ORUFI12G08470	*sex determination protein tasselseed-2*	up	Os12g0260500 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0Y8Z9]
OS12G0589100/LOC_Os12g39860	ORUFI12G19290		up	Adenine phosphoribosyltransferase 1, putative, expressed [Source:UniProtKB/TrEMBL;Acc:Q2QMV8]
OS01G0142300/LOC_Os01g04920	ORUFI01G02770	*glycosyl transferase*	down	Os01g0142300 protein [Source:UniProtKB/TrEMBL;Acc:Q5ZBM2]
OS01G0227100/LOC_Os01g12710	ORUFI01G08790	*NYC1*	down	Probable chlorophyll(ide) b reductase NYC1, chloroplastic [Source:UniProtKB/Swiss-Prot;Acc:Q5N800]
OS01G0741900/LOC_Os01g53880	ORUFI01G33490	*IAA6*	down	Auxin-responsive protein IAA6 [Source:UniProtKB/Swiss-Prot;Acc:Q8LQ74]
OS02G0695600/LOC_Os02g46830	ORUFI02G30390		down	Os02g0695600 protein [Source:UniProtKB/TrEMBL;Acc:Q6YUQ1]
OS02G0704900/LOC_Os02g47600	ORUFI02G31040	*IPP*	down	Soluble inorganic pyrophosphatase [Source:UniProtKB/TrEMBL;Acc:B7E5N1]
OS02G0802700/LOC_Os02g55910	ORUFI02G37800	*MGD3*	down	Os02g0802700 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0VQS5]
OS03G0130400/LOC_Os03g03820	ORUFI03G02170		down	Probable adenylate kinase 1, chloroplastic [Source:UniProtKB/Swiss-Prot;Acc:Q10S93]
OS03G0214400/LOC_Os03g11560	ORUFI03G08360		down	Digalactosyldiacylglycerol synthase 2, putative, expressed [Source:UniProtKB/TrEMBL;Acc:Q10Q06]
OS03G0238600/LOC_Os03g13540	ORUFI03G10060		down	Purple acid phosphatase [Source:UniProtKB/TrEMBL;Acc:Q10PD0]
OS04G0110600/LOC_Os04g02000	ORUFI04G00600		down	Os04g0110600 protein [Source:UniProtKB/TrEMBL;Acc:Q0JFE3]
OS04G0438600/LOC_Os04g35790	ORUFI04G14680	*GLTP domain containing protein*	down	Os04g0438600 protein [Source:UniProtKB/TrEMBL;Acc:Q0JD08]
OS04G0480900/LOC_Os04g40490	ORUFI04G17670		down	OSJNBb0011N17.5 protein [Source:UniProtKB/TrEMBL;Acc:Q7XUQ7]
OS04G0508200/LOC_Os04g42920	ORUFI04G19660		down	Isocitrate dehydrogenase [NADP] [Source:UniProtKB/TrEMBL;Acc:Q0JBV4]
OS04G0627300/LOC_Os04g53560	ORUFI04G27820		down	Os04g0627300 protein [Source:UniProtKB/TrEMBL;Acc:B9FCM8]
OS04G0640600/LOC_Os04g54800	ORUFI04G28560	*shikimate kinase,*	down	Os04g0640600 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0WFI9]
OS04G0652700/LOC_Os04g55850	ORUFI04G29370	*nuclease PA3,*	down	Os04g0652700 protein [Source:UniProtKB/TrEMBL;Acc:B9FCW0]
OS05G0178300/LOC_Os05g08554	ORUFI05G05490	*OsCDT5*	down	Similar to Cadmium tolerant 1. (Os05t0178300-01) [Source: https://rapdb.dna.affrc.go.jp/tools/search/run?id=on&attr=desc&keyword=Os05g0178300]
OS05G0566400/LOC_Os05g49140	ORUFI05G27900		down	Mitogen-activated protein kinase [Source:UniProtKB/TrEMBL;Acc:Q0DFW7]
OS06G0115800/LOC_Os06g02540	ORUFI06G01060		down	Os06g0115800 protein [Source:UniProtKB/TrEMBL;Acc:Q0DF43]
OS06G0603600/LOC_Os06g40120	ORUFI06G21760	*SPX1*	down	SPX domain-containing protein 1 [Source:UniProtKB/Swiss-Prot;Acc:Q69XJ0]
OS07G0187700/LOC_Os07g09000	ORUFI07G05590	*WD domain, G-beta repeat domain containing protein*	down	Os07g0187700 protein [Source:UniProtKB/TrEMBL;Acc:Q6Z4F3]
OS07G0598200/LOC_Os07g40710	ORUFI07G22020	*circadian clock coupling factor-related*	down	Os07g0598200 protein [Source:UniProtKB/TrEMBL;Acc:Q6ZJE5]
OS07G0668700/LOC_Os07g47250	ORUFI07G26640	*lipase precursor,*	down	Os07g0668700 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0X9 × 0]
OS08G0118900/LOC_Os08g02540	ORUFI08G01360		down	Probable adenylate kinase 7, mitochondrial [Source:UniProtKB/Swiss-Prot;Acc:Q6ZJ48]
OS08G0245200/LOC_Os08g14760	ORUFI08G08590	*4CL1*	down	Probable 4-coumarate–CoA ligase 1 [Source:UniProtKB/Swiss-Prot;Acc:P17814]
OS08G0536000/LOC_Os08g42410	ORUFI08G24240		down	Pyruvate dehydrogenase E1 component subunit beta-1, mitochondrial [Source:UniProtKB/Swiss-Prot;Acc:Q6Z1G7]
OS09G0356000/LOC_Os09g19140	ORUFI09G07640	*senescence-induced receptor-like serine/threonine-protein kinase precursor*	down	Os09g0356000 protein [Source:UniProtKB/TrEMBL;Acc:A0A0P0XML9]
OS09G0569800/LOC_Os09g39620	ORUFI09G21810	*protein kinase family protein*	down	Os09g0569800 protein [Source:UniProtKB/TrEMBL;Acc:Q0IZH1]
OS10G0116800/LOC_Os10g02750	ORUFI10G00780	*OsPAP3b*	down	Purple acid phosphatase [Source:UniProtKB/TrEMBL;Acc:Q7XH73]
OS11G0126800/LOC_Os11g03290	ORUFI11G01490	*nucleoside-triphosphatase*	down	Os11g0126800 protein [Source:UniProtKB/TrEMBL;Acc:Q0IUZ4]
OS04G0523600/LOC_Os04g44240	ORUFI04G20630	*Glycosyltransferase*	up	Glycosyltransferase [Source:UniProtKB/TrEMBL;Acc:A0A0P0WCX8]

Genes were up- and down-regulated in common in both species.

In order to confirm the results obtained by RNAseq, we analyzed the expression level of two genes associated with Strategy I (*IRT1* and *NRAMP1*), five genes associated with Strategy II (*IRO2*, *DMAS*, *YSL15*, *ZIFL4-TOM1*, and *OPT7*), and *ZIFL12*, *SAM2*, mitochondrial chaperone *BCS1*, cellulase and one gene annotated as Reductase SDR Family (Supplementary Table 3). We selected genes that were either commonly regulated in both species, or were up-regulated only in *O. sativa* under −Fe condition. Differential expression was confirmed for all eight tested genes which were regulated similarly on both species according to the RNAseq data (*IRT1*, *NRAMP1*, *IRO2*, *DMAS*, *YSL15*, *ZIFL4-TOM1*, *OPT7*, *SAM2*, and mitochondrial chaperone *BCS1*; Fig. 2A–E,H–J). In addition, the genes *ZIFL4/TOM1*, cellulase and reductase SDR family, which were up-regulated in roots of *O. sativa* based on our RNAseq data, were shown to be also up-regulated in *O. rufipogon* (Fig. 2F,L,M). *ZIFL12* was up-regulated only in roots of *O. sativa* (Fig. 2G). Thus, we confirmed that genes associated with Fe acquisition from the soil in *O. sativa* are also up-regulated in *O. rufipogon* under Fe deficiency. These data further indicate that the two species use similar mechanisms for Fe uptake.

**Figure 2:**
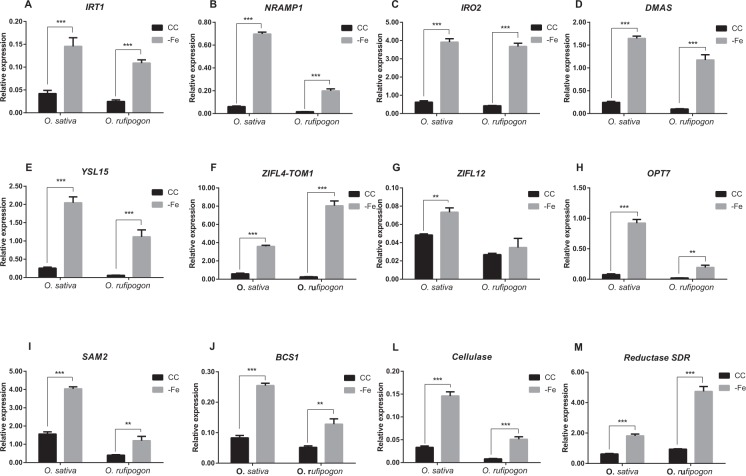
Expression analysis of selected genes ((**A**) *IRT1*; (**B**) *NRAMP1*; (**C**) *IRO2*; (**D**) *DMAS*; (**E**) *YSL15*; (**F**) *ZIFL4-TOM1*; (**G**) *ZIFL12*; (**H**) *OPT7*; (**I**) *SAM2*; (**J**) *BCS1*; (**L**) *Cellulase*; (**M**) *Reductase SDR*) in cultivated (*Oryza sativa*) and wild (*Oryza rufipogon*) rice. Relative expression levels (RT-qPCR, relative to *OsUBQ5* expression) of genes identified by RNAseq, in roots of plants submitted to control (CC) or Fe deficiency (−Fe) conditions for five days. Roots were collected from rice plants grown in non-aerated nutrient solution, at three-leaf stage on both conditions at the time of RNA extraction. Values are the averages of four samples (3 plants each) ± SE. Asterisks indicate statistical difference between plants grown under CC and −Fe conditions (Student *t*-test, **P-value < 0.01, ***P-value < 0.001).

### Analysis of synteny and collinearity allow the inference of *OsIRT1*, *OsYSL15*, *OsIRO2*, and *OsNRAMP1* orthologs between *Oryza* species, maize and sorghum

Based on the previous results, we hypothesized that wild rice species may also use the CS for Fe uptake. Since an expected characteristic of such strategy would be concomitant up-regulation of *OsYSL15* and *OsIRT1*, we decided to analyze the expression of these genes in other species of the *Oryza* genus and also in other grasses. We also included *IRO2*, a transcription factor involved in regulating the Strategy II genes in rice, and *NRAMP1*, an Fe transporter that is also up-regulated under Fe deficiency in cultivated rice, but has no clear function in Fe uptake yet. To identify the orthologous genes in nine species of the *Oryza* genus, maize and sorghum, we analyzed the syntenic relationships between their genomes using *O. sativa* ssp. *japonica* as a reference genome. We identified synteny in the *IRT1* locus for most species, with maize, *O. nivara* and *O. glumaepatula* having the least synteny compared to *O. sativa* (Fig. 3A). We found no *IRT1* ortholog in *O. meridionalis*. Scanning the *O. meridionalis* genome sequence, we found that the genome region that contains *IRT1* is likely missing from the current draft (Supplementary Fig. 4). We also identified syntenic genomic blocks for *YSL15* and *IRO2* (Fig. 3C) sequences in all genomes considered, except for *YSL15* in *O. meridionalis* (Fig. 3B). In this species, *YSL15* was found in chromosome 3, and not in chromosome 2, as in all other *Oryza* species. *OsYSL15* and *OsYSL2* are found *in tandem* in chromosome 2, an organization that is conserved in most *Oryza* species, but not in *O. meridionalis* (Fig. 3B). For *NRAMP1*, we identified synteny for most species considered (Fig. 3D).

**Figure 3:**
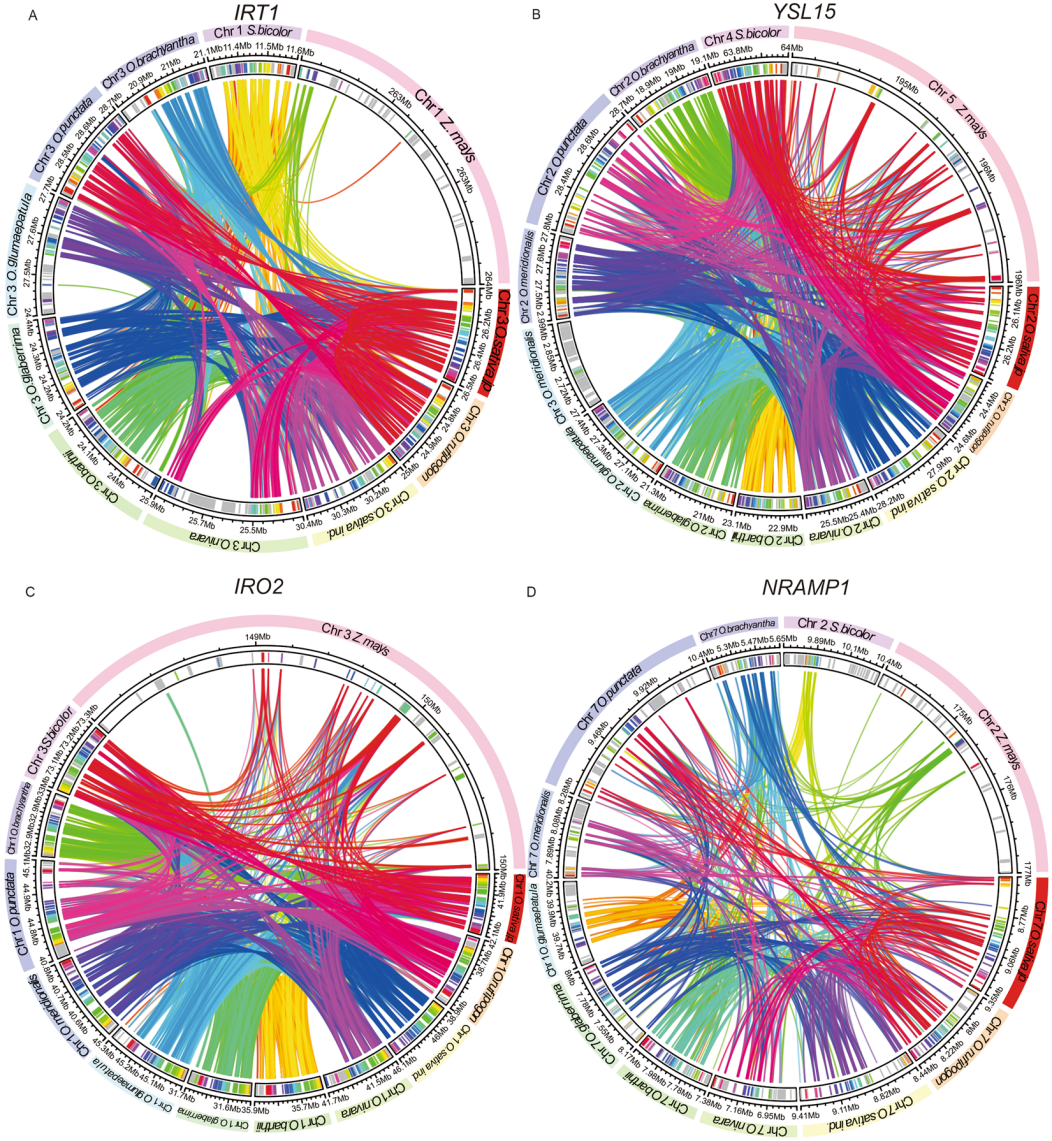
Synteny analysis of Fe deficiency-related genes in *Oryza spp*., maize and sorghum. Circular graphs displaying the results from the synteny analysis, performed through the MCSCanX tool, across the *Oryza* genus, *Zea mays*, and *Sorghum bicolor* gene orthologs. The analyses were performed on genomic segments containing 41 genes. Same-color ribbons connect syntenic genes from the same pair of genomic segments. Colored bars represent genes inside the genomic segments. The rainbow spectrum color bands inside the genomic segments are in reference to the 41 genes in the *O. sativa*’s chromosome segment containing the target gene (*YSL15*, *IRO2*, *NRAMP1* or *IRT1*) plus 20 genes up and downstream of it. A color-coded scheme is used to represent the genes inside the genomic segments as such: if a given gene is a potential homolog of any of the 41 afore mentioned set of reference genes, then it receives the same color of its homolog; otherwise, it is colored grey. (**A**) Synteny analysis for *IRT1*. (**B**) Synteny analysis for *YSL15*. (**C**) Synteny analysis for *IRO2*. (**D**) Synteny analysis for *NRAMP1*.

Collinearity analyses showed the occurrence of inversions in the region containing *IRT1* when comparing *O. sativa* ssp. *japonica* with *O. nivara* and *O. glumaepatula* (Supplementary Fig. 5A). The segment containing the *YSL15* gene, located on chromosome 2 in *O. sativa*, tends to have genes in the same order and orientation as in *O. sativa* in most of the evaluated genomes, except in *O. meridionalis* and sorghum. When we consider *O. meridionalis*, the genomic block which is syntenic with *O. sativa* does not contain *YSL15* (Supplementary Fig. 5B). In this species, *YSL15* is located on chromosome 3. In relation to the transcription factor *IRO2*, the occurrence of collinearity with the *O. sativa* genome was observed in most of the analyzed species (Supplementary Fig. 5C). There was collinearity of the *NRAMP1* chromosomal region from *O. sativa* ssp. *japonica* with sorghum and maize only in the up and downstream regions, respectively (Supplementary Fig. 5D). These analyses allowed us to identify the most likely orthologs for *IRT1*, *YSL15*, *IRO2*, and *NRAMP1* in *Oryza* species, maize and sorghum.

### *Oryza* species with AA genome up-regulate genes used in the Combined Strategy under Fe deficiency conditions

To test whether the rice orthologous genes involved in the CS are up-regulated in other *Oryza* species, plants of *O. sativa* ssp. *spontanea* (AA genome type), *O. barthii* (AA), *O. longistaminata* (AA), *O. punctata* (BB), *O. latifolia* (CCDD) and *O. australiensis* (EE) were submitted to control or −Fe conditions for five days, and gene expression of *IRT1*, *YSL15*, *IRO2*, and *NRAMP1* was evaluated in roots. In *O. sativa* ssp. *spontanea* and *O. barthii*, expression of all four genes was up-regulated by −Fe (Fig. 4A,B). In *O. longistaminata*, *IRT1* expression seemed to be induced under −Fe, although not statistically significant (p = 0.067). However, the expression levels of *IRO2*, *YSL15*, and *NRAMP1* were up-regulated by −Fe in the same species (Fig. 4C). In *O. punctata* and *O. latifolia* roots, expression of *IRT1* was not significantly induced upon −Fe, while the transcript levels of *YSL15*, *IRO2*, and *NRAMP1* were up-regulated (Fig. 4D,E). *O. australiensis* also showed up-regulation of *YSL15*, *IRO2*, and *NRAMP1* (in this last, the expression was not detected in CC) in roots under −Fe, while *IRT1* expression was not detected, even under −Fe (Fig. 4F). These results suggest that it is possible that distinct species of *Oryza* genus evolved independently to Strategy II-exclusive or CS^20^, and indicate that the CS is common to other AA genome species besides *O. sativa*.

**Figure 4:**
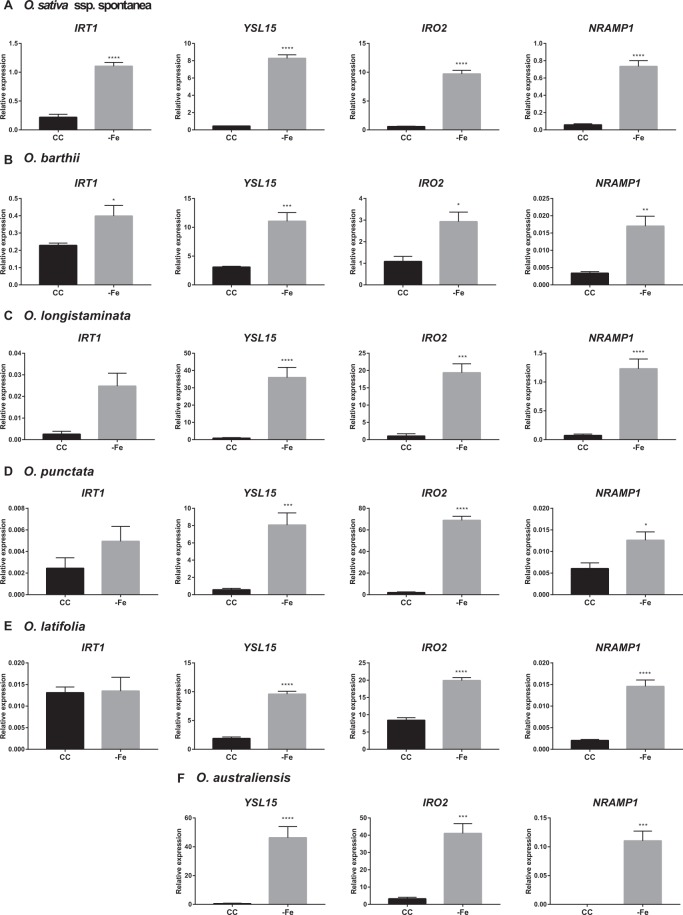
Expression analysis of Fe deficiency-related genes in (**A**) *Oryza sativa* ssp. *spontanea*; (**B**) *O. barthii*; (**C**) *O. longistaminata*; (**D**) *O. punctata*; (**E**) *O. latifolia*; (**F**) *O. australiensis*. Relative expression levels (RT-qPCR, relative to *OsUBQ5* expression) of selected genes (*IRT1*, *YSL15*, *IRO2*, and *NRAMP1*) in roots of plants submitted to control (CC) or Fe deficiency (−Fe) conditions for five days. Roots were collected from plants grown in non-aerated nutrient solution, at three-leaf stage on both conditions at the time of RNA extraction. Values are the averages of four samples (3 plants each) ± SE. Asterisks indicate statistical difference between plants grown under CC and −Fe conditions (Student *t*-test, *P-value < 0.05, **P-value < 0.01, ***P-value < 0.001, ****P-value < 0.0001).

We also evaluated the expression of the same genes in both maize and sorghum roots under CC and −Fe conditions (Figs. 5 and 6). Chlorophyll quantification showed that maize plants are also at the early phase of Fe deficiency response after five days (Supplementary Fig. 6). Expression profiles of genes related to Strategy I (*ZmIRT1*^28^, *ZmFIT1*^29^ and *ZmMHA2*^29^) were evaluated. *ZmFIT1*, orthologous to the transcription factor *AtFIT*, which regulates the expression of *FRO2* and *IRT1* in Arabidopsis^30^, was up-regulated in roots under −Fe (Fig. 5B). *ZmMHA2*, similar to plasma membrane H^+^ATPase from Arabidopsis (MHA2)^29^, was down-regulated (Fig. 5C). *ZmIRT1* expression was not significantly affected by Fe deficiency (Fig. 5A). Genes related to Strategy II (*ZmYS1*, *ZmDMAS*, *ZmTOM1*, *ZmTOM2*, *ZmTOM3*, *ZmIRO2*, and *ZmIRO3*) were up-regulated in roots grown under −Fe condition compared to those cultivated in CC, except for *ZmTOM2*, as described^31^ (Fig. 5D–J). *ZmNRAMP1* expression was not regulated by Fe deficiency (Fig. 5L).

**Figure 5:**
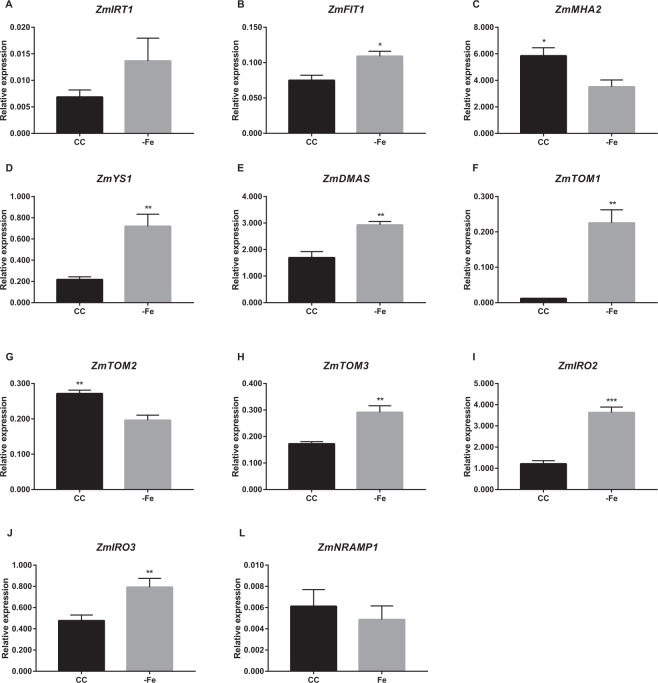
Expression analysis of Fe deficiency-related genes in *Zea mays*. Relative expression levels (RT-qPCR, relative to *ZmUBQ* expression) of selected genes ((**A**) *IRT1*; (**B**) *FIT1*; (**C**) *MHA2*; (**D**) *YS1*; (**E**) *DMAS*; (**F**) *TOM1*; (**G**) *TOM2*; (**H**) *TOM3*; (**I**) *IRO2*; (**J**) *IRO3*; (**L**) *NRAMP1*), in roots of plants submitted to control (CC) or Fe deficiency (−Fe) conditions for five days. Roots were collected from maize plants grown in aerated nutrient solution, at three-leaf stage on both conditions at the time of RNA extraction. Values are the averages of four samples (3 plants each) ± SE. Asterisks indicate statistical difference between plants grown under CC and −Fe conditions (Student *t*-test, *P-value < 0.05, **P-value < 0.01, ***P-value < 0.001).

**Figure 6:**
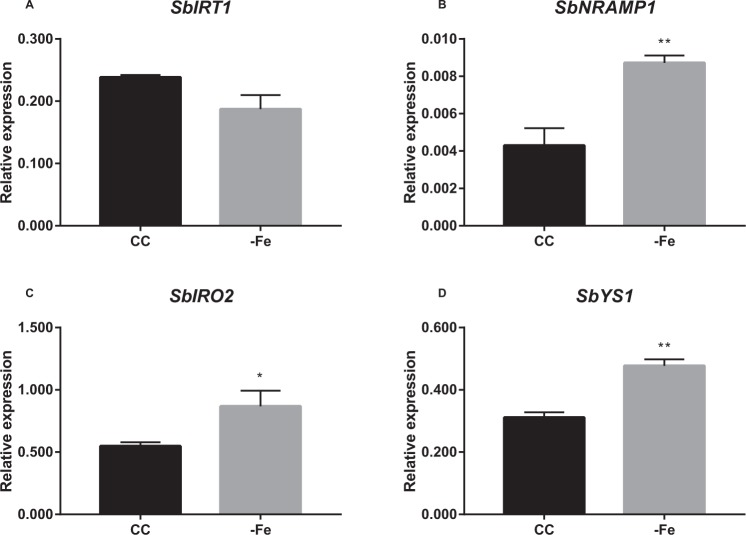
Expression analysis of Fe deficiency-related genes in *Sorghum bicolor*. Relative expression levels (RT-qPCR, relative to *SbACT* expression) of selected genes ((**A**) *IRT1*; (**B**) *NRAMP1*; (**C**) *IRO2*; (**D**) *YS1*), in roots of plants submitted to control (CC) or Fe-deficiency (−Fe) conditions for three days. Roots were collected from sorghum plants grown in aerated nutrient solution, at three-leaf stage on both conditions at the time of RNA extraction. Values are the averages of four samples (3 plants each) ± SE. Asterisks indicate statistical difference between plants grown under CC and −Fe conditions (Student *t*-test, *P-value < 0.05, **P-value < 0.01).

Sorghum plants showed decreased chlorophyll concentration after two days of treatment (Supplementary Fig. 7). *SbIRT1* was not regulated by Fe deficiency in roots, while the transcript levels of *SbNRAMP1*, *SbIRO2*, and *SbYS1* were up-regulated under −Fe compared to CC (Fig. 6A–D). These results suggest that both maize and sorghum do not induce *IRT1* expression under −Fe conditions, and thus may be Strategy II-exclusive plants.

## Discussion

Currently, there is little experimental evidence to support models of Fe deficiency response evolution in plants^20^. Evidence from *Chlamydomonas reinhardtii* and *Marchantia polymorpha* support the hypothesis that reduction-based Strategy I is ancestral in the plant lineage^32,33^. In this work, to add information to the evolution of Fe uptake strategies in Poaceae, we compared the root transcriptomic responses of *O. sativa* and *O. rufipogon* under −Fe. We choose *O. rufipogon* because this species is the wild progenitor of *O. sativa* ssp. *japonica*^34^. This is the first report of such comparison in the literature, and the first characterization of *O. rufipogon* Fe deficiency response. It is also the first RNAseq dataset for cultivated rice under −Fe, which allows us to confirm other studies using microarrays^35,36^. Our data also allowed us to propose a model for −Fe response evolution (see next sections).

We used physiological characterization to identify the early phase of −Fe response, which was established at five days for both *O. sativa* and *O. rufipogon* (Fig. 1). Transcriptomic data showed that both species have significant overlapping sets of regulated genes in roots upon −Fe treatment (Table 1 and Supplementary Fig. 2), although a large group of genes are exclusively regulated in one species (Supplementary Fig. 3). 

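Among pairs regulated in both species, the mitochondrial chaperone gene *BCS1* (OS01G0605100 in *O. sativa* and ORUFI01G24790 in *O. rufipogon*, chromosome 1) rose from 40.4 ± 4.14 CPM (SD, n = 2) to 111 ± 5.66 CPM in *O. sativa*, a log2 fold change of 1.47 (standard error 0.0930, edgeR adjusted p = 2.95e-05), and from 44.1 ± 4.50 CPM to 65.7 ± 5.16 CPM in *O. rufipogon*, a log2 fold change of 0.57 (standard error 0.133, edgeR adjusted p = 0.0382). With TPM not scaled between libraries and a pseudocount of 1 the *O. rufipogon* value was 0.43 (limma adjusted p = 0.0796), and with a pseudocount of 0.1 it was 0.44 (limma adjusted p = 0.0817). The crossed pairing left it at 0.57 (edgeR adjusted p = 0.0586). Its only transcript, tested among all transcripts, did not pass the FDR either (edgeR adjusted p = 0.0981). *BCS1* shared reads with another gene in both species. The phosphatase gene *OsPAP3b* (OS10G0116800 in *O. sativa* and ORUFI10G00780 in *O. rufipogon*, chromosome 10) fell from 17.2 ± 0.818 CPM to 4.30 ± 0.0940 CPM in *O. sativa* (standard error of the log2 fold change 0.144, edgeR adjusted p = 6.66e-05), with log2 fold changes between −2.05 and −1.95 when each library was left out. In *O. rufipogon*, where it shared reads, it fell from 77.1 ± 4.25 CPM to 23.9 ± 4.17 CPM (log2 fold change −1.69, standard error 0.158, edgeR adjusted p = 0.00298). None of the 20 genes with the largest changes, 5 rises and 5 falls in each species, is in Table 1. Their log2 fold changes were 6.13 to 10.93 for the rises and −6.81 to −3.96 for the falls in *O. sativa*. In *O. rufipogon* they were 8.32 to 10.65 and −3.88 to −3.15. Of the 20 genes, 11 shared reads with another gene. Outside the 102 pairs, no difference between the species was tested.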

Among those regulated in both, we found genes linked to Fe homeostasis. HRZ1 and HRZ2, two hemerythrin domain-containing ubiquitin ligases that negatively regulate −Fe response through protein degradation^27^, are up-regulated in both species. HRZ1 and HRZ2 are involved in degradation of some components of the Fe uptake machinery, similar to the role of their Arabidopsis homolog BRUTUS^37^. Two bHLH transcription factors, *IRO2* and *IRO3*, were also up-regulated in roots of both species under −Fe. IRO2 is a positive regulator of Fe uptake genes, whereas IRO3 is a negative regulator, orthologous to Arabidopsis POPEYE^38^.

We found transporters that are associated with Fe homeostasis in cultivated rice also regulated in *O. rufipogon*. OsYSL9 was described as an Fe-chelate transporter involved in Fe distribution in developing grains, which is up-regulated by −Fe in roots^39^ (Table 1). 

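*YSL9* (OS04G0542200 in *O. sativa* and ORUFI04G21940 in *O. rufipogon*, chromosome 4) rose from 61.6 ± 0.278 CPM (SD, n = 2) to 208 ± 7.68 CPM in *O. sativa*, a log2 fold change of 1.75 (standard error 0.0770, edgeR adjusted p = 2.99e-06), and from 25.2 ± 3.40 CPM to 80.4 ± 3.00 CPM in *O. rufipogon*, a log2 fold change of 1.67 (standard error 0.140, edgeR adjusted p = 0.00238). It shared reads with another gene in both species, and its response was not told apart between them (interaction −0.08, edgeR adjusted p = 0.749).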

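Under −Fe, *OPT7* (OS03G0751100 in *O. sativa* and ORUFI03G35800 in *O. rufipogon*, chromosome 3) reached 296 ± 55.4 CPM (SD, n = 2) from 24.4 ± 1.41 CPM in *O. sativa*, where it shared reads with another gene (log2 fold change 3.60, standard error 0.147, edgeR adjusted p = 2.82e-05). In *O. rufipogon* it reached 127 ± 20.8 CPM from 8.32 ± 0.551 CPM (log2 fold change 3.94, standard error 0.170, edgeR adjusted p = 0.000721). The interaction was 0.34 (edgeR adjusted p = 0.268), so the responses were not told apart.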

*OsOPT7*, also described as an up-regulated gene in roots upon −Fe^40^, but with unknown transport substrate, was also up-regulated in *O. rufipogon* (Table 1). 

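The level of *ENA1* (OS11G0151500 in *O. sativa* and ORUFI11G03210 in *O. rufipogon*, chromosome 11) was 87.7 ± 0.614 CPM (SD, n = 2) under CC and 276 ± 8.95 CPM under −Fe in *O. sativa* (log2 fold change 1.66, standard error 0.0790, edgeR adjusted p = 4.36e-06), and 12.8 ± 3.10 CPM and, in the −Fe libraries, 78.7 and 81.3 CPM in *O. rufipogon* (log2 fold change 2.65, standard error 0.190, edgeR adjusted p = 0.00183). Its response was larger in *O. rufipogon* by 1.00 on the log2 scale (edgeR adjusted p = 0.00134 for the interaction). No reads were shared with another gene.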

*ENA1*, described as a NA efflux transporter in rice, was also up-regulated in both species in our experiments^14^. 

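*ZIP4* (OS08G0207500 in *O. sativa* and ORUFI08G06860 in *O. rufipogon*, chromosome 8) rose from 31.4 ± 2.73 CPM (SD, n = 2) under CC to 74.4 ± 10.3 CPM under −Fe in *O. sativa*, where it shared reads with another gene, a log2 fold change of 1.25 (standard error 0.114, edgeR adjusted p = 0.00046). In *O. rufipogon* it rose from 25.7 ± 5.12 CPM to 48.5 ± 4.93 CPM, a log2 fold change of 0.92 (standard error 0.178, edgeR adjusted p = 0.023), which did not pass the FDR when its only transcript was tested among all transcripts (edgeR adjusted p = 0.0879). *COPT5.1* (OS09G0440700 in *O. sativa* and ORUFI09G12590 in *O. rufipogon*, chromosome 9) rose from 13.1 ± 1.09 CPM to 44.2 ± 7.84 CPM in *O. sativa* (log2 fold change 1.75, standard error 0.141, edgeR adjusted p = 0.000236). The rise in *O. rufipogon* was from 1.56 ± 0.685 CPM to 13.4 ± 3.61 CPM (log2 fold change 3.08, standard error 0.366, edgeR adjusted p = 0.00527), and it did not pass in that test either (edgeR adjusted p = 0.0518). The *COPT5.1* response was larger in *O. rufipogon* by 1.32 on the log2 scale (edgeR adjusted p = 0.0286 for the interaction). The responses were not told apart with the replicate number as a block within each species (interaction 1.31, edgeR adjusted p = 0.0818). On log2 counts they were not told apart either (1.36, limma adjusted p = 0.06), and the other alternatives of the interaction test passed. A gene of metallothionein-like protein 1 (OS12G0568500 in *O. sativa* and ORUFI12G18020 in *O. rufipogon*, chromosome 12) had log2 fold changes of 2.20 (standard error 0.109, edgeR adjusted p = 5.63e-06) in *O. sativa* and 2.54 (standard error 0.138, edgeR adjusted p = 0.00118) in *O. rufipogon*. *MT4A* (OS12G0570700 in *O. sativa* and ORUFI12G18180 in *O. rufipogon*, also on chromosome 12) rose from 59.5 ± 15.1 CPM to 2297 ± 256 CPM in *O. sativa* (log2 fold change 5.27, standard error 0.214, edgeR adjusted p = 4.41e-05) and from 46.9 ± 0.916 CPM to 1878 ± 271 CPM in *O. rufipogon* (log2 fold change 5.32, standard error 0.165, edgeR adjusted p = 0.000527). Both metallothionein genes shared reads with another gene in both species.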

Interestingly, we also found genes related to homeostasis of other metals, such as zinc (Zn, *ZIP4*^41^), copper (Cu; *COPT5.1*^42^) and metallothioneins (Table 1). Transporters such as *IRT1* are capable of transporting a variety of cations other than Fe, including cadmium (Cd), cobalt (Co), manganese (Mn) and Zn^10^, which can lead to accumulation of heavy metals such as Cd^43^ and Zn^44^ in plants when *IRT1* is highly expressed. Thus, up-regulation of transporters of other metals might be a consequence of the broad substrate specificity of IRT1-like transporters^45^ and accumulation of toxic levels of heavy metals. Moreover, we found the vacuolar iron transporter 2 (*VIT2*), which is up-regulated by Fe excess and down-regulated by −Fe, among the genes down-regulated in both species, corroborating previous data^46,47^. 

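*VIT2* (OS09G0396900, chromosome 9, 13831870 to 13833601) fell from 28.6 ± 1.58 CPM (SD, n = 2) under CC to 12.6 ± 0.906 CPM under −Fe in *O. sativa*, a log2 fold change of −1.18 (standard error 0.114, edgeR adjusted p = 0.000383). In *O. rufipogon* (ORUFI09G10010, chromosome 9, 11816117 to 11817897) it fell from 25.1 ± 0.520 CPM to 10.8 ± 1.43 CPM, a log2 fold change of −1.21 (standard error 0.164, edgeR adjusted p = 0.00797), and shared reads with another gene. At transcript level the values were −1.19 and −1.21, and the paper's supplementary values are −1.18 and −1.23.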

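*NRAMP7* (OS12G0581600, chromosome 12, 24119866 to 24123724) fell from 54.2 ± 0.729 CPM (SD, n = 2) under CC to 31.5 ± 0.574 CPM under −Fe in *O. sativa*, a log2 fold change of −0.78 (standard error 0.0820, edgeR adjusted p = 0.000593). The fall in *O. rufipogon* (ORUFI12G18860, chromosome 12, 20325972 to 20329459) was from 30.5 ± 4.25 CPM to 17.6 ± 0.916 CPM, a log2 fold change of −0.79 (standard error 0.160, edgeR adjusted p = 0.0257). When its only transcript was tested among all transcripts, the *O. rufipogon* fall did not pass the FDR (edgeR adjusted p = 0.0856).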

Finally, the uncharacterized *NRAMP7* transporter was also down-regulated in both species, suggesting a role for this transporter in Fe homeostasis.

Our GO analyses showed that Fe and methionine/S-adenosyl methionine-related processes are among the terms enriched in both species (Supplementary Fig. 2). Under −Fe, the methionine cycle feeds the biosynthesis of phytosiderophores in plants that rely on Strategy II to absorb Fe from the rhizosphere^19,35^. MAs are synthetized in a conserved pathway from S-adenosyl-L-methionine^13^, which is biosynthesized during the reaction of methionine with ATP by S-adenosyl-methionine synthase (SAMS)^48,49^. The pathway for biosynthesis of MA includes enzymatic reactions meditated by nicotianamine synthase (NAS1) which catalyzes the formation of NA. Next, nicotianamine transferase (NAAT1)^21^ converts NA into a 3′-keto intermediate, which is then reduced to deoxymugineic acid (DMA) by deoxymugineic acid synthase (DMAS)^13,40^. The synchronous expression of the methionine cycle-related genes was observed during the first 36 hours of −Fe in roots of rice^50^. Between the transcripts up-regulated only in *O. sativa*, we identified an aspartate aminotransferase (*OsIDI4*) which has been predicted to be the enzyme that catalyzes the conversion of 2-keto-4-methylthiobutyric acid to methionine by transamination, and is a candidate enzyme for the final step of the methionine cycle^51–53^. Up-regulation of genes involved in the biosynthesis of methionine and MA, like *SAM2*, *NAS1*, and *DMAS* were observed in *O. sativa* and *O. rufipogon* (Table 1). These results are indicative that both species responded to −Fe by increasing precursors and phytosiderophore synthesis for Fe uptake^54^.

We also found *ZIFL4/TOM1* up-regulated in roots of both species when exposed to −Fe. In rice, OsZIFL4/TOM1 was characterized as the transporter involved in DMA secretion to the rhizosphere, and thus a crucial player in Strategy II. DMA binds to Fe(III), generating the Fe(III)-phytosiderophore complex. Barley plants were also shown to use the ortholog HvTOM1 to perform this key step in phytosiderophore release^14^, while maize *ZmTOM1* was shown to be up-regulated by −Fe^31^. Thus, up-regulation of *ZIFL4/TOM1* in *O. rufipogon* fits well with what is expected in a plant acquiring Fe using Strategy II/chelation strategy. In agreement with that, we also found both *OsYSL15* and *OrYSL15* genes up-regulated in roots of Fe deficient plants. As YSL15 transporters are necessary for Fe(III)-phytosiderophore uptake into root cells, it is clear that a full Strategy II is being induced in both *O. sativa* and *O. rufipogon* under −Fe conditions.

Among the genes up-regulated by −Fe in both species, we found genes classically characterized as part of the Strategy I, similar to *IRT1*^10^ and *IRT2*^55^. *AtIRT1* encodes a high affinity Fe^2+^ transporter^10,18^ up-regulated in epidermis and exodermis of roots under −Fe. In rice, the most similar gene, *OsIRT1*, is induced by low Fe, and was able to complement yeast mutants defective in Fe transport^18^. It was shown that *OsIRT1* is part of the rice Fe regulon, being regulated along with Strategy II genes^36^. *OsIRT1* over-expression results in Fe, Zn, and Cd accumulation in rice tissues^56^. Based on these evidences, it was proposed that *OsIRT1* is involved in Fe uptake in cultivated rice, allowing rice roots to acquire Fe^2+^ from the soil. This would be an adaptation to paddy fields where rice is commonly cultivated, and where Fe^2+^ is much more abundant than Fe^3+^ ^18^.

Another gene found up-regulated in *O. sativa* and *O. rufipogon* was *NRAMP1*. In cultivated rice, OsNRAMP1 was characterized as an Fe^2+^, Mn^2+^, and Cd^2+^ transporter up-regulated by −Fe^57^. High *OsNRAMP1* expression was also linked to Cd^2+^ accumulation in rice cultivars^57^. A highly similar gene, *OsNRAMP5*, is also involved in Cd^2+^ accumulation, and is able to transport Fe^2+^ and Zn^2+^ ^58^. In Arabidopsis, the high-affinity metal transporter NRAMP1, which is closely related to *OsNRAMP1/OsNRAMP5*, is induced by −Fe, and was shown to be important for Fe transport under Fe sufficiency conditions, cooperating with *IRT1* to absorb Fe^+2^ from the rhizosphere^59^. However, to date, the physiological function of the rice ortholog *OsNRAMP1* is not clear. Thus, it is possible that rice plants use three transporters for primary Fe uptake from the soil under −Fe conditions (i.e., YSL15, IRT1, and NRAMP1), with OsNRAMP1 (or OsNRAMP5) having a role for Fe^2+^ uptake under Fe sufficient conditions. These hypotheses, however, need to be supported by additional evidence. Taken together, our data indicate that *O. rufipogon* also uses Strategy I-related genes such as *IRT1* and *NRAMP1* for Fe uptake, as observed in *O. sativa*.

After the first work showing that *O. sativa* is able to transport Fe^2+^ in addition to the ability to transport Fe(III)-phytosiderophore^18^, the current model for the evolution of Fe deficiency response was established, in which rice uses the CS as a recent adaptation to waterlogged soils^18,20^. Recently, we hypothesized that the underlying assumption that Fe^2+^ uptake by IRT1, considered as a new adaptation of cultivated rice, might not be true, and other *Poaceae* species might also use IRT1 for Fe uptake, which would mean the IRT1-based CS has a common, more ancient origin within the family or the *Oryza* genus. In order to test this hypothesis in wild *Oryza* species, maize and sorghum, we analyzed the expression of the orthologous genes of *YSL15* and *IRT1*, which control Fe^3+^ and Fe^2+^ uptake, respectively, in plants under −Fe. We also included *IRO2*, a positive regulator of the Strategy II genes in rice; and *NRAMP1*, which is part of the Fe regulon in rice and may also be involved in Fe uptake. Expression of the orthologous genes (Fig. 3 and Supplementary Fig. 5) encoding each of these proteins in all species was analyzed. We assumed that concerted up-regulation of both *YSL15* and *IRT1* was indicative of CS use in a given species. *NRAMP1* up-regulation was considered as further indication of a conserved role for this gene in −Fe response. Importantly, our approach aims at identifying a common origin of the CS in *Poaceae*, based on the IRT1 orthologs in these species. It is possible that independent CS strategies have evolved in this family, which could be based on other transporters that perform the same activity (i.e., NRAMP1 or IRT2).

*O. sativa* ssp. *spontanea* (AA genome) is the weedy rice variety, and is cultivated in flooded soil along with cultivated rice, being widely distributed in South and South-east Asia, South and North America, and southern Europe^60^. *O. barthii* and *O. longistaminata* (both AA genomes) are species cultivated in seasonally dry habitats. These three species are representative of the *O. sativa* complex, which include AA genome species, the closest ones to cultivated rice in the *Oryza* genus^61,62^. In these three species, we observed increased expression of both *IRT1* and *YSL15*. *NRAMP1* and *IRO2* were also up-regulated (Fig. 4A–C). We also tested three species outside the *O. sativa* complex: *O. punctata* (BB genome), *O. latifolia* (CCDD genome), and *O. australiensis* (EE genome), all from the *O. officinalis* complex. These species are cultivated in seasonally dry habitats^61^. Interestingly, we observed up-regulation of *YSL15*, *NRAMP1*, and *IRO2*, but not of *IRT1* (Fig. 4D–F). These results suggest that species from the *O. officinalis* complex do not use IRT1 for Fe uptake under low Fe conditions, while species from the *O. sativa* complex up-regulate *IRT1* under the same conditions.

We also evaluated the expression of the same genes in maize and sorghum, two *Poaceae* species outside the *Oryza* genus that serve as out groups to test our hypothesis for a common origin of an IRT1-based CS in *Poaceae*. Even though the Fe uptake mechanism has not been as well characterized in maize and sorghum as in *O. sativa*, there has been some discussion whether maize can use a partial Strategy I^29,31,63^. We observed that *ZmIRT1* expression was not significantly induced in maize roots exposed to −Fe, although there seems to be a trend for higher expression under iron deficiency (Fig. 5A). Nozoye *et al*.^31^ and Li *et al*.^28^ found *ZmIRT1* up-regulated under similar conditions. *ZmYS1*, as expected, was clearly up-regulated (Fig. 5D). We also tested other candidate genes likely involved in −Fe regulation in maize already described in the literature to confirm that maize plants are responding properly to −Fe conditions^29^ (Fig. 5). When we tested the likely orthologs of our candidate genes in sorghum, we observed that *SbIRT1* was not up-regulated, while *SbYS1* was (Fig. 6D). Interestingly, *ZmNRAMP1* was not regulated by −Fe, whereas *SbNRAMP1* was. These results suggest that sorghum plants do not use the CS, whereas maize may use ZmIRT1 as an Fe^2+^ transporter upon Fe deficiency, but without a strong, consistent up-regulation. Alternatively, since we used a different genotype than Nozoye *et al*., *ZmIRT1* up-regulation might be genotype specific, as observed for barley *HvIRT1*^64^. Thus, as already suggested^20^, the use of CS might vary in *Poaceae* species outside the *Oryza* genus or even in genotypes within the genus, which may be linked to local adaptation to specific environments where each genotype is found. Considering the possibility that maize also uses the CS based on the *IRT1* ortholog, our data suggest that maize CS is not homologous to what is observed in the AA *Oryza* group, which would indicate an independent/convergent evolution in the use of *IRT1*, together with the shared chelation strategy. Altogether, our data suggest a restricted up-regulation of *IRT1* and *YSL15* within the AA genome group of the *Oryza* genus, resembling the *O. sativa* CS. Moreover, *NRAMP1* does not seem to have a conserved function in all *Poaceae* species analyzed.

## Conclusion

In conclusion, our data suggest that Strategy II for Fe uptake, represented by *YSL15* up-regulation under −Fe, is conserved in the *Poaceae* family, being an evolutionary novelty after the split between *Poaceae* last common ancestor and other monocots lineages (Fig. 7). Partial Strategy I for Fe uptake based on up-regulation of *IRT1* orthologs under −Fe is conserved only within the *O. sativa* complex containing the AA genome group. Therefore, the species with AA genome share a common origin for the *IRT1* up-regulation, which is an evolutionary novelty that arose after the split of the AA lineage from the last common ancestor with the BB genome lineage (Fig. 7). We also propose that the CS is not exclusive of cultivated rice, but rather common in wild species closely related to *O. sativa*, and likely an adaptation to flooded soils that preceded speciation within the *O. sativa* complex. This improves our knowledge about the evolution of Fe uptake mechanisms in plants, and especially in the *Poaceae* family.

**Figure 7:**
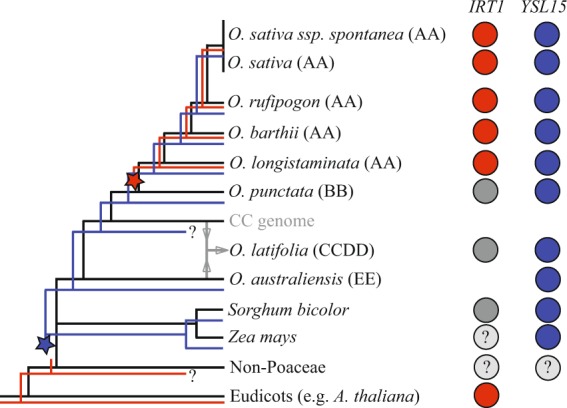
Model for the evolution of rice Combined Strategy (CS) of Fe uptake in the *Poaceae* family. Red and blue lines represent *Oryza* species using the CS for Fe uptake, showed by *IRT1* up-regulation (partial Strategy I) and *YSL15* up-regulation (Strategy II) under Fe deficiency. Only red or blue lines represent plants exclusively using Strategy I or Strategy II, respectively. Red and blue circles represent species in which *IRT1* and *YSL15* are expressed in roots under −Fe, respectively. Dark grey circles represent species in which *IRT1* expression is not induced under −Fe. Light grey circles represent species in which regulation of key genes is unclear or not yet known. The red star represents the split of *O. sativa* complex within the *Oryza* genus, in which *IRT1* is up-regulated under −Fe, and the CS is conserved. The blue star represents the split between *Poaceae* last common ancestor and other monocots lineages.

## Methods

### Plant material and treatments

Seeds of *Oryza sativa* L. (Nipponbare cultivar) and *O. rufipogon* (BRA 00004909-8 accession from EMBRAPA Rice & Beans) were germinated for four days in Petri dishes with filter paper soaked in distilled water at 28 °C (two days in the dark and two days in the light, 40 µmol.m^−2^.s^−1^). After germination, plants were transferred to vermiculite and cultivated for fifteen days in distilled water. Then, plants were transferred to plastic pots with 0.5 L of nutrient solution (five plants per pot) containing 700 μM K_2_SO_4_, 100 μM KCl, 100 μM KH_2_PO_4_, 2 mM Ca(NO_3_)_2_, 500 μM MgSO_4_, 10 μM H_3_BO_3_, 0.5 μM MnSO_4_, 0.5 μM ZnSO_4_, 0.2 μM CuSO_4_, 0.01 μM (NH_4_)_6_Mo_7_O_24_, and 100 μM Fe^+3^-EDTA. After seven days of acclimation, plants were transferred to control condition (CC; containing 100 μM Fe^+3^-EDTA) or to Fe deficiency treatment (−Fe; no iron added) for one, three, five, seven and nine days. To evaluate the response to Fe deficiency in the *Oryza* genus, seeds from the species *O. australiensis* (IRGC 86526), *O. barthii* (IRGC 86524), *O. latifolia* (IRGC 103808), *O. longistaminata* (IRGC 101254), *O. punctata* (IRGC 88825), and *O. sativa* ssp. *spontanea* (IRGC 86719) were cultivated. Before germination, seeds were submitted to 50 °C for seven days to break dormancy, according to instructions provided by the International Rice Research Institute (IRRI). After, seeds were germinated and seedlings were cultivated without aeration as described above.

Maize (genotype B73)^65^ and sorghum (genotype BTx623)^66^ were germinated in vermiculite and nutrient solution (as described above) for fifteen days, and transferred to pots with 6 L of hydroponic solution (30 plants per pot) aerated by air pumps. Plants were then transferred to control conditions (CC, 100 μM Fe^+3^-EDTA) or to Fe deficiency (−Fe; no iron added) treatment. The pH of the nutrient solutions was adjusted to 5.4. Plants were grown in a growth room at 26 °C ± 1 °C under photoperiod of 16 h/8 h light/dark (150 μmol.m^−2^.s^−1^). Solutions were replaced twice a week.

### Chlorophyll quantification

Samples from the two youngest fully expanded leaves (about 100 mg) from plants submitted to CC or −Fe conditions were collected (n = 4, each sample consisting of three pooled plants), frozen in liquid nitrogen and stored at −80 °C. Chlorophyll extraction was performed in 85% (v/v) acetone. Chlorophyll *a* and *b* were quantified by measuring absorbance at 643 and 663 nm, and the concentrations calculated according to Ross^67^. Measurements of relative leaf chlorophyll level were performed with Soil Plant Analysis Development (SPAD-502, Minolta, Japan; n = 10).

### RNA extraction and transcriptome analyses by RNAseq

Rice roots samples were harvested from plants grown in CC and from plants submitted to −Fe treatment for one, three, five, seven and nine days. Total RNA was extracted using Concert Plant RNA Reagent (Invitrogen^®^, Carlsbad, USA), according to the manufacturer’s instructions, quantified by Nanodrop and treated with DNAse I (Invitrogen^®^, Carlsbad, USA). Approximately 20 µg of total RNA was used to high-throughput cDNA sequencing by Illumina HiSeq. 2000 technology (Fasteris SA, Chemin du Pont-du-Centenaire, Switzerland – http://www.fasteris.com/). RNAs derived from three biological replicates were pooled to generate each library. A total of eight libraries were constructed, from samples harvested five days after the onset of treatments: two libraries from roots of each *O. sativa* and *O. rufipogon* grown in CC and two libraries from roots grown in −Fe for each species. The cDNA libraries were prepared according to Illumina’s protocols, as described^68^. After sequencing, read quality was checked by FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and all low quality reads (PHRED value < 30) were removed. Adapter sequences were trimmed using Trim Galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and the first twelve nucleotides were removed from the 5′ end. The abundance of each transcript was estimated using Kallisto^69^. Kallisto is a pseudoalignment RNAseq quantification method, in which the reads are pseudoaligned to a reference transcriptome, producing a list of transcripts that are compatible with each read. Kallisto does not assign each read to a physical position on a reference genome. Instead, it measures how likely the relative abundance of a transcript given a certain library dataset is. For transcripts proportions quantification, Kallisto uses an expectation-maximization algorithm to optimize a likelihood function. This optimization process will output a set of parameters that quantify the proportion of each transcript. Transcripts from different species or from different treatments were considered differentially expressed when the False Discovery Rate (FDR) < 0.05, according to the methodology proposed by Pimentel *et al*.^70^. Differentially expressed transcript annotations were downloaded from Ensembl plants database using the R package biomaRt^71^. The data is publicly available through the GEO database with accession number GSE131238.

### Gene ontology (GO) terms enrichment analysis

Comparison of differentially expressed genes in CC or −Fe conditions for *O. sativa* and *O. rufipogon* datasets was performed to find enriched Gene Ontology (GO) terms. The enrichment analysis was performed using topGO^72^. We used Fisher’s Exact Test and the GO terms with p < 0.05 were considered enriched.

### Gene expression analysis by RT-qPCR

Total RNA was extracted from roots of plants from eight species of the *Oryza* genus, maize and sorghum, submitted to CC or −Fe conditions for five days. After extraction with Concert Plant RNA Reagent (Invitrogen^®^, Carlsbad, USA), according to the manufacturer’s instructions, quantification was performed using Nanodrop^®^ (Thermo Fisher Scientific, Waltham, USA). Total RNA was treated with DNAse I (Invitrogen^®^, Carlsbad, USA), and first-strand cDNA synthesis was performed with OligodT and reverse transcriptase M-MLV (Invitrogen^®^, Carlsbad, USA) using 1 µg of DNAse-treated RNA. RT-qPCRs were carried out in a StepOne Real-Time Cycler (Applied Biosystems, Foster City, USA). For all species from the *Oryza* genus, genomic and coding sequences of selected genes were aligned using DiAlign Local multiple alignment (http://www.genomatix.de/cgi-bin/dialign/dialign.pl) to find conserved regions. Primers that could amplify the same region of each gene in all species with available genomes were designed. All primers (listed in Supplementary Table 3) were designed to amplify 100–200 bp and to have similar Tm values (60 °C ± 1 °C). Reactions settings were composed of an initial denaturation step of 5 min at 94 °C, followed by 40 cycles of 10 s at 94 °C, 15 s at 60 °C, 15 s at 72 °C and 40 s at 60 °C (fluorescence data collection). Samples were held for 2 min at 40 °C for annealing of the amplified products and then heated from 55 to 99 °C with a ramp of 0.1 °C/s to produce the denaturation curve of the amplified products. RT-qPCRs were carried out in 20 µL final volume composed of 10 µL of cDNA sample diluted 100 times, 2 µL of 10 × PCR buffer, 1.2 µL of 50 mM MgCl_2_, 0.2 µL of 10 mM dNTPs, 0.4 µL of each primer pair (10 µM), 3.82 µL of water, 2 µL of SYBR green (1:10,000 Molecular Probe), and 0.05 µL of Platinum Taq DNA Polymerase (5 U µL^−1^, Invitrogen, Carlsbad, CA, USA). Data were analyzed using the Pfaffl method^73^. The PCR efficiency from the exponential phase was calculated for each individual amplification plot using the LinReg software^74^. Since the method using LinReg allows for assumption-free calculation of PCR efficiency for each PCR reaction (all technical and biological replicates), we used efficiency averages in each PCR run for calculation. PCR efficiencies are shown in Supplementary Table 3. We used four biological replicates composed by roots from three plants each, and three technical replicates.

### Search for synteny and analysis of regions with similarities and/or differences between the genomes of species from the *Oryza* genus, maize, and sorghum

Whole genome and proteome sequences of nine species from the *Oryza* genus (*O. meridionalis*, *O. brachyantha*, *O. barthii*, *O. punctata*, *O. glumaepatula*, *O. nivara*, *O. glaberrima*, *O. sativa* ssp. *indica*, *O. sativa* ssp. *japonica*, and *O. rufipogon*), maize (genotype B73) and sorghum (genotype BTx623) were retrieved from Ensembl (http://ensembl.gramene.org/). The protein amino acid sequences of OsNRAMP1, OsIRT1, OsIRO2, and OsYSL15 were used as queries on a batch BLASTp^75^ search against the complete sets of annotated proteins for all species. For any queried protein X on each targeted species Y, the hit displaying the lowest E-value was selected as the best candidate for being the X homologous on species Y. This resulted in four groups composed by different sets of homologous proteins across the considered species. For each of these groups, synteny analysis was carried out separately as follows. For each gene that encodes a protein in the homologous set, we took a total of 20 genes upstream and 20 genes downstream from its locus. Next, in order to infer synteny degree among these genomic blocks, we used the McScanX software, following the methodology proposed on the original work^76^. The pairs of genes displaying an E-value < 10e^−10^ for the expected number of collinear blocks were considered to be in syntenic positions. Circular graphs displaying synteny relationships among the genomic blocks were built with the R package circlize^77^.

### Statistical analysis

Mean values were compared by the Student’s *t* test (p ≤ 0.05) using the GraphPad Prism 7 (GraphPad Software) for Windows.

## Supplementary information

Supplementary Material

Supplementary Dataset 1

Supplementary Dataset 2

## Data Availability

Authors declare that all data and materials used in this work are available to others upon request.

How the deposited data were processed for this re-analysis (not part of the article)

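Root RNA of 2 rice species was measured by RNAseq in plants grown for 5 days with 100 µM Fe-EDTA (CC) or without Fe (−Fe). There were 8 libraries, 2 for each species and treatment, each from the pooled RNA of 3 biological replicates. The libraries were assigned to species, treatment and replicate number by their labels, which give the same groups as the paper's methods. The replicate numbers 1 and 2 occur in every group, which is where the pairing used in the replicate block comes from. Nothing in the labels or the paper says that libraries with the same number were grown or sequenced together, and no sequencing batch is named.

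The authors made the estimated counts with Kallisto, after removing reads with a PHRED value under 30, trimming adapters with Trim Galore and cutting the first 12 nt. The authors deposited the TPM of each transcript in the same tables, with the transcript length and the effective length. The paper's text names neither the version of Kallisto nor the release of the transcriptome. Each species was quantified by the authors on its own set of transcripts, so levels are comparable between treatments, and only less directly between species.

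From the deposited estimated counts, rounded to whole numbers, transcripts with at least 5 counts in at least 2 of the 4 libraries of a species were tested with the quasi-likelihood test of edgeR 4.0.16 (robust fit, TMM normalization) in R 4.3.3, with Benjamini-Hochberg adjusted p values and an FDR of 0.05. Genes were counted as differentially expressed when at least 1 transcript passed, as the paper counts them. Values of single genes use the estimated counts of all transcripts of a gene, summed and then rounded, with the same filter and test. The standard error of an edgeR log2 fold change or interaction is its size divided by the square root of the F statistic of the test. For a gene with 0 counts under CC it is not a measure of spread. A gene was taken to share reads when its summed estimate was not close to a whole number in a library. Kallisto had then divided reads between it and another gene, and its value is uncertain to that extent. Estimates very near a whole number were treated as whole, as for OS02G0703600 in *O. sativa*, with a mean count of 747.748. The difference in response between the species was tested over the 102 ortholog pairs of Table 1 as the species by treatment interaction in edgeR, with all 8 libraries and with library sizes and TMM factors taken from the full table of each species. GO terms of down-regulated genes were taken from the supplementary tables, where 227 of 282 *O. sativa* genes and 459 of 584 *O. rufipogon* genes carry one, and the enrichment itself was not analysed here. Gene names were taken from Table 1 and the text, and no reference genome was used here.

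The genes named in the text were taken from a list made by a rule set before the data were examined, as were the mapping of the libraries, the tests and the alternatives, apart from those said to be chosen later. Not every gene of that list is given: *CKX5*, *SSII-2* and *NYC1*, among others, have a name in Table 1, but their values are left out of the text. The rule takes the genes of Table 1 that have a name or that the text discusses, the members of the GO processes the paper lists where a table annotates them, and for each species the 5 genes with the largest rise and the 5 with the largest fall. These last genes needed an FDR under 0.05, a mean count of at least 50, and both −Fe libraries on one side of both CC libraries. Genes without a name in the paper's tables are given with their identifier for the largest rise and the largest fall in each species.

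The total of the estimated counts per library was between 14758304 and 25312301, with medians of 22965140 for *O. sativa* CC, 24717753 for *O. sativa* −Fe, 16007592 for *O. rufipogon* CC and 18001441 for *O. rufipogon* −Fe. The smallest level this depth can show, 3 counts, lies between 0.119 and 0.203 CPM. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. With 2 libraries per condition, leaving out one leaves no replicate in its condition, so those fits give values without p.

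The alternatives were DESeq2 1.42.0 with its own size factors, median-ratio size factors in edgeR, no filter on low counts, at least 10 counts in every library, limma 3.58.1 on log2 of normalized estimated counts + 0.5, limma on log2 of TPM + 1 and of TPM + 0.1, the replicate number as a block, counts summed per gene before the test, a minimum log2 fold change of 1 in size, the transcript of a gene with the highest mean count, tested among all transcripts in place of the summed gene, and leaving out each library in turn. The TPM values were used as deposited, with no further scaling between libraries, unlike the counts. A block that pairs the *O. sativa* libraries crosswise was added after seeing the data, because same-numbered *O. sativa* libraries deviated in opposite directions at gene level (correlation −0.127). The crossed block in *O. rufipogon* and in the interaction test, and the replicate block and the crossed block in the numbers of genes from counts summed per gene in both species, were also added after seeing the data.

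The tests within a species were tested on simulated data made from the real means and library sizes. In these data, 200 transcripts or genes with a mean count of at least 50 were changed by a log2 fold change of 1, 2 or 3. The edgeR test recovered 84% of the changed transcripts among 30118 tested in *O. sativa* and 62% among 24357 in *O. rufipogon*, and 91.5% and 87.5% of the changed genes among 25372 and 20674. False calls were 7.69% of the transcript calls in *O. sativa* and 5.34% in *O. rufipogon*. DESeq2 gave 18.6% false calls among the simulated *O. rufipogon* transcripts. The interaction test was simulated apart, with invented means, equal library sizes, the same spread for both species and a species difference of 2 in size. It recovered 20 of 20 changed pairs among 102, which does not show how well smaller differences are recovered. Summaries and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The RT-qPCR, growth, chlorophyll and synteny data of the paper and its other *Oryza* species were not analysed here.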

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

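The tests of shared reads among the genes of largest change and of the negative regulators against the uptake genes were chosen only after the result was seen, and the test of gene length over the pairs followed the length trend over all *O. rufipogon* genes that is described among the other observations.

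The response to −Fe differed between the species, by a test of the species by treatment interaction, in 36 of the 102 pairs. Of these, 17 are genes whose values are given beside the paper's results. The others are not described one by one. Among them are *R40C1*, at 1.53 (edgeR adjusted p = 0.000181), and isocitrate dehydrogenase [NADP], at 0.475 (edgeR adjusted p = 0.0348). Of these 17 differences, 13 passed in all 5 alternatives of the interaction test (median-ratio size factors, limma on log2 counts, the replicate block within each species, the crossed pairing, which was chosen after seeing the data, and the most abundant transcript). The other 4 each failed in at least 1. *COPT5.1* was at 1.31 with the block (edgeR adjusted p = 0.0818) and at 1.36 on log2 counts (limma adjusted p = 0.06), and purple acid phosphatase 10 at −0.74 with the block (edgeR adjusted p = 0.059). With the most abundant transcript, *IRO3* was at −0.80 (edgeR adjusted p = 0.107) and formate dehydrogenase at −0.72 (edgeR adjusted p = 0.0574), and with the crossed pairing formate dehydrogenase was at −0.74 (edgeR adjusted p = 0.0759). The crossed pairing gave *IRT1* an edgeR adjusted p of 7.27e-31. That is implausibly small for 2 libraries per condition and species, so a pass with the crossed pairing adds little. In all 17, both −Fe libraries lay on one side of both CC libraries in each species. Differences are *O. rufipogon* minus *O. sativa* on the log2 scale, and every adjusted p that follows is from edgeR. The response was larger in *O. rufipogon* for *NAS1* by 4.34 (standard error 0.35, adjusted p = 1.46e-06), *IRT1* by 3.15 (standard error 0.238, adjusted p = 1.39e-06), *DMAS* by 1.85 (standard error 0.269, adjusted p = 0.000256), *COPT5.1* by 1.32 (standard error 0.411, adjusted p = 0.0286), *YSL15* by 1.17 (standard error 0.205, adjusted p = 0.000913), *NAAT1* by 1.08 (standard error 0.268, adjusted p = 0.00833), *ENA1* by 1.00 (standard error 0.187, adjusted p = 0.00134) and *SAM2* by 0.97 (standard error 0.227, adjusted p = 0.00579). Positive differences of 1.45 for *SPX2* (standard error 0.238, adjusted p = 0.000675) and 0.83 for *SPX1* (standard error 0.208, adjusted p = 0.00876) mean a smaller fall in *O. rufipogon*.

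The edgeR difference was negative for *HRZ1*, at −1.18 (standard error 0.142, adjusted p = 4.5e-05), *IRO3*, at −1.17 (standard error 0.212, adjusted p = 0.00118), *BCS1*, at −0.89 (standard error 0.183, adjusted p = 0.00224), formate dehydrogenase, at −0.73 (standard error 0.262, adjusted p = 0.0449), methylthioadenosine nucleosidase, at −0.59 (standard error 0.172, adjusted p = 0.0195), and *HRZ2*, at −0.57 (standard error 0.166, adjusted p = 0.0195), all with a smaller rise in *O. rufipogon*. For the purple acid phosphatase 10 gene, −0.76 (standard error 0.205, adjusted p = 0.0139) is a larger fall in *O. rufipogon*.

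Technical explanations of these differences were tested over the pairs. Reads shared between paralogs were no more frequent among the differing pairs, of which 20 were among the 60 pairs with a member that shares reads and 16 among the other 42 (one-sided Fisher's exact test, p = 0.7603). Leaving out either *O. rufipogon* CC library kept the sign of 100% of the 36 differing pairs, but the pairs had been selected by a test of the same difference, so that this could hardly have come out otherwise. The difference fell with the length of the *O. rufipogon* gene over the 102 pairs (Spearman's rho −0.3984, two-sided permutation test with 100000 resamples, p = 5.0e-05), although genes are not independent replicates. When the length trend of each library was removed, all 36 pairs kept the sign of their difference, which moved by a median of 0.181 and by at most 0.806. Of the 17 named differences, 13 exceed this largest shift in size, and methylthioadenosine nucleosidase, *HRZ2*, purple acid phosphatase 10 and formate dehydrogenase do not. The difference between species, computed without CC replicate 1, also fell as the level in CC replicate 1 rose in *O. rufipogon* relative to *O. sativa*, over the 57 up-regulated pairs (Spearman's rho −0.5057). The rho with the −Fe level was 0.232. The CC level is itself part of the response, which builds in a negative rho, so this test cannot decide whether the CC level matters. A gene length bias in the *O. rufipogon* libraries is a candidate explanation for part of the differences. Variants of the *O. rufipogon* accession against its reference were not tested. Whether the differences are biological is therefore left open, and the pair of *SPX2* lies on chromosome 2 in one species and chromosome 3 in the other.

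The differences of the negative regulators *IRO3*, *HRZ1* and *HRZ2* had a mean of −0.97, and those of 10 uptake and synthesis genes (*IRT1*, *IRT2*, *NRAMP1*, *YSL15*, *SAM2*, *MTK1*, *NAS1*, *NAAT1*, *DMAS* and *ENA1*) a mean of 1.69, with 9 of the 10 larger in *O. rufipogon*. A two-sided exact permutation test over the 286 ways of choosing 3 of the genes gave p = 0.006993, but the pattern was noticed in the same values and genes are not replicates, so the test cannot decide it. The contrast also depends on the genes taken. Methylthioadenosine nucleosidase, which Table 1 lists under phytosiderophore biosynthesis, is not among the 10, and its difference was −0.59. The methionine cycle genes *ARD2* (−0.25), dehydratase/enolase-phosphatase E1 (−0.13) and aminotransferase (0.09) were left out too. With the length trend of each library removed, the means were −0.91 and 1.46, so the contrast of the means remained. The two-sided exact permutation test then gave p = 0.01049, with the same limits as before. The mean log2 ratio of the CC level in *O. rufipogon* to that in *O. sativa* was −0.09 for the regulators and −2.36 for the uptake and synthesis genes. A lower level of the uptake and synthesis genes under CC in *O. rufipogon* is thus a competing account of the contrast, and it was not separated from the response, of which the CC level is a part. A hypothesis is that the induction of the negative regulators may be weaker in *O. rufipogon*, and the data cannot tell it apart from that account or from a pattern picked among many.

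The largest rise and fall in each species were in genes that the paper does not discuss and for which its tables give no name. In *O. sativa*, OS12G0420100 had 0 counts in both CC libraries, where 3 counts are 0.131 and 0.130 CPM, and 9.26 and 11.2 CPM under −Fe, a log2 fold change of 10.93 (standard error 0.545, edgeR adjusted p = 1.9e-05) whose size and standard error rest on the pseudocount, and it shared no reads. OS07G0531400 fell from 8.06 and 11.5 CPM to 0.0412 and 0.122 CPM, where 3 counts are 0.124 and 0.119 CPM, a log2 fold change of −6.81 (standard error 0.42, edgeR adjusted p = 2.56e-05), and shared reads. In *O. rufipogon*, ORUFI12G18480 had 0 counts under CC, where 3 counts are 0.203 and 0.174 CPM, and 14.8 and 8.83 CPM under −Fe, a log2 fold change of 10.65 (standard error 0.796, edgeR adjusted p = 0.00301) whose size and standard error rest on the pseudocount too, and it shared reads. ORUFI09G14660 fell from 28.8 and 144 CPM to 6.83 and 4.97 CPM, a log2 fold change of −3.88 (standard error 0.867, edgeR adjusted p = 0.0498), with CC libraries far apart and shared reads. The ORUFI09G14660 log2 fold change in O. rufipogon no longer passed the FDR with median-ratio size factors (edgeR adjusted p = 0.0526), without the filter (edgeR adjusted p = 0.214), with the replicate block (edgeR adjusted p = 0.158), with the crossed pairing (edgeR adjusted p = 0.0505) or with its only transcript tested among all transcripts (edgeR adjusted p = 0.113), and ranged from −4.64 to −2.30 with each library left out. The other 3 genes kept direction and call in every alternative that tested them. Of the 20 genes of largest change, 11 shared reads. They were 5 in *O. sativa*, where 43.3% of the tested genes share reads, and 6 in *O. rufipogon*, where 37.0% do. A share of 0.1236 of 10000 random sets of tested genes held as many or more, so shared reads were more frequent in this set but not told apart from chance, and for the 3 genes above that share reads the counts could have been divided with another gene. No biological explanation was tested for these genes.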

How the results depend on the processing

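The alternatives were set before the data were examined, except the crossed pairings and the blocks on counts summed per gene, which were chosen after seeing the data. No test of an explanation is reported in this part.

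Values outside 1.5 times the main count are given by alternative. With DESeq2, 1749 *O. sativa* genes passed (803 up, 972 down), 3245 *O. rufipogon* genes (1978 up, 1339 down), and 57 and 45 Table 1 pairs were up- and down-regulated in both species. With counts summed per gene, 1709 *O. sativa* genes passed (767 up, 942 down), 3378 *O. rufipogon* genes (2504 up, 874 down), and 55 and 43 pairs. With a minimum log2 fold change of 1 in size, the *O. sativa* counts were 558 (323 up, 240 down) and 11 pairs were down-regulated. With at least 10 counts in every library, 1502 *O. rufipogon* genes passed (1235 up, 274 down) and 34 pairs were down-regulated. On log2(TPM + 1), 2127 *O. rufipogon* genes passed (1574 up, 587 down) and 42 pairs were down-regulated, and on log2(TPM + 0.1), 1674 genes (1245 up, 453 down) and 38 pairs. On log2 of normalized counts + 0.5, 244 *O. rufipogon* genes were down-regulated. With the replicate number as a block, 0 *O. rufipogon* genes passed in either direction (5549 transcripts had an unadjusted p under 0.05), and so 0 pairs were up-regulated and 0 down-regulated in both species. With the crossed pairing, 322 *O. sativa* genes were down-regulated, and 0 *O. rufipogon* genes passed in either direction (4897 transcripts had an unadjusted p under 0.05), so again 0 pairs were up-regulated and 0 down-regulated in both. On counts summed per gene, the replicate block gave 1717 *O. sativa* genes (1016 down, with the 701 up within 1.5 times), 3489 *O. rufipogon* genes (2467 up, 1022 down) and 43 down-regulated pairs, and the crossed pairing gave 2036 *O. sativa* genes (917 up, 1119 down), 2958 *O. rufipogon* genes (2289 up, 669 down) and 39 down-regulated pairs. The cause was not tested for any of these, and the TPM alternatives also left out the scaling between libraries.

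The other counts stayed within 1.5 times, from 680 to 1204 genes in *O. sativa* and from 790 to 1206 in *O. rufipogon*. More *O. sativa* than *O. rufipogon* genes passed in the transcript test, with median-ratio size factors, without a filter and with either pairing as a block, and more *O. rufipogon* genes passed with DESeq2, 10 counts in every library, the limma alternatives, summed counts and the minimum fold change. Thus the order of the species depends on the setting. The pairs that differed between species numbered 36, and 29 to 37 under the alternatives. The median difference over the up-regulated pairs was 0.22, from 0.17 to 0.31 across the 8 fits that each left out one library. It changed its sign to −0.088 on log2(TPM + 1), which was not scaled between libraries.

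With each library left out in turn, 983 *O. sativa* genes (496 up, 494 down), 886 *O. rufipogon* genes (745 up, 150 down), 36 up-regulated and 21 down-regulated pairs kept their direction in every fit. The selection of these genes nearly fixes that result in advance, so it shows no stability. Splits of the 4 libraries by replicate number or crosswise gave 0 transcripts in both species, with 450 and 680 at an unadjusted p under 0.05 in *O. sativa* and 386 and 367 in *O. rufipogon*. Each group of a split holds a CC and a −Fe library, so the treatment widens the spread within groups. The splits could thus hardly have given calls, and they do not show that the test makes no false ones.

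The 74 single-gene values were refitted under the alternatives in 736 tests, of which 721 kept direction and call, 15 kept direction only and 0 reversed. They include 7 of the most abundant transcript tested among all transcripts, of which 6 are genes with 1 transcript, 2 of the replicate block and 2 of the crossed pairing. The filter of 10 counts in every library removed 4 of the 74 values. Depth limits the values of genes near 0 under one treatment, such as *IRT2* in *O. rufipogon*, whose size of change is not fixed by these counts.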

Differences from the paper's values

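The paper's FDR came from the method of Pimentel et al., a different test that was not run here, so its counts and those below come from unlike tests. For *O. sativa* the paper gives 622 differentially expressed genes and the transcript test gave 983. Of the alternatives set before the data were examined, median-ratio size factors (907) and a minimum log2 fold change of 1 (558) fell within 1.5 times of the paper's value, and the others did not. The crossed pairing, which was chosen after seeing the values, gave 680. The paper's 282 down-regulated *O. sativa* genes stand against 494, and only the minimum fold change (240) and the crossed pairing chosen after seeing the values (322) came within 1.5 times. As a percent of the genes of the species, the paper's 1.77 stands against 2.76, with 2.54 for median-ratio size factors, 2.64 for limma on log2 counts and 1.56 for the minimum fold change closing the gap, the others not, and 1.91 for the crossed pairing chosen after seeing the values.

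In *O. rufipogon* the paper gives 2017 differentially expressed genes and the transcript test gave 886. Within 1.5 times of the paper's value were 10 counts in every library (1502), log2(TPM + 1) (2127) and log2(TPM + 0.1) (1674), and the other alternatives set before the data were examined were not. Summed counts with the crossed pairing, chosen after seeing the values, gave 2958. The paper's 1433 up-regulated genes stand against 745, with DESeq2 (1978), 10 counts in every library (1235), limma on log2 counts (977), log2(TPM + 1) (1574) and log2(TPM + 0.1) (1245) within 1.5 times, and the rest not. The paper's 584 down-regulated genes stand against 150, with log2(TPM + 1) (587), log2(TPM + 0.1) (453) and summed counts (874) within 1.5 times, the other alternatives set before the data were examined not, and 669 for summed counts with the crossed pairing chosen after seeing the values. As a percent, the paper's 5.43 stands against 2.39, with 4.05 for 10 counts in every library, 5.74 for log2(TPM + 1) and 4.52 for log2(TPM + 0.1) closing the gap, none of the others set before the data were examined, and 7.98 for summed counts with the crossed pairing chosen after seeing the values.

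The paper lists 57 pairs as up-regulated in both species, and 36 passed in both in the transcript test. DESeq2 gave the paper's 57, and 10 counts in every library (45), limma on log2 counts (42), log2(TPM + 1) (51), log2(TPM + 0.1) (49) and summed counts (55) were within 1.5 times, but not median-ratio size factors, no filter, the replicate block or the minimum fold change. The paper's 45 down-regulated pairs stand against 21, where DESeq2 gave the paper's 45, 10 counts in every library (34), log2(TPM + 1) (42), log2(TPM + 0.1) (38) and summed counts (43) were within 1.5 times, and the other alternatives set before the data were examined were not. Summed counts with the replicate block (53 and 43) and with the crossed pairing (54 and 39), both chosen after seeing the values, were also within 1.5 times for the up- and down-regulated pairs.

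The paper reports more differentially expressed genes in *O. rufipogon* than in *O. sativa*, and the transcript test gave the opposite order, 886 against 983. As the paper's test was not run here, this does not show whether its order would be found again. The following values of single genes are at gene level. The paper lists the Os06g0702700 protein as up-regulated in both species, and the log2 fold change was 0.65 in *O. sativa* (edgeR adjusted p = 0.00358) and −0.05 in *O. rufipogon* (edgeR adjusted p = 0.937). The Os06g0114000 protein, listed likewise, had 0.23 in *O. sativa* (edgeR adjusted p = 0.148) and 0.44 in *O. rufipogon* (edgeR adjusted p = 0.0407). The lisH domain-containing protein, listed as down-regulated in both, had −0.29 in *O. sativa* (edgeR adjusted p = 0.0703) and −0.42 in *O. rufipogon* (edgeR adjusted p = 0.0581), and in the test of transcripts these 3 genes passed in *O. sativa* alone. Isocitrate dehydrogenase [NADP], also listed as down-regulated, had −0.77 in *O. sativa* (edgeR adjusted p = 0.00119) and −0.30 in *O. rufipogon* (edgeR adjusted p = 0.0992), and passed in both species in the test of transcripts. An *O. rufipogon* gene of metal ion transport on chromosome 7, whose transcript is in the paper's down-regulated list, rose by 1.21 at gene level. The paper lists formate metabolism among the GO terms up-regulated in *O. sativa* alone, a term whose enrichment was not analysed here, and the formate dehydrogenase gene rose in both species, by 3.36 and 2.63.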

Other observations

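The tests of normalization, of low-expressed genes and of one deviating CC library for the excess of up-regulated *O. rufipogon* genes, of the unit of the supplementary values and of a mislabelled library, and the removal of the length trend in *O. sativa*, were chosen only after the result was seen.

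At gene level, 2504 genes rose and 874 fell in *O. rufipogon*, a ratio of 2.86, against 0.814 in *O. sativa*. Drawing every library down to the smallest total left a ratio of 2.823, and median-ratio size factors left 2.553, so depth does not account for the excess. The median-ratio and TMM factors of *O. rufipogon* differ by at most 1.43%, and this small exchange moved the ratio from 2.86 to 2.553. In *O. sativa* the exchange moved it from 0.814 to 0.927. Factors this close cannot decide whether a larger error of scaling matters. Against either *O. rufipogon* CC library alone the median log2 ratio of genes under 10 CPM stayed above 0 (0.3364 and 0.352), so the excess does not rest on one CC library. Among genes of at least 10 CPM the ratio was 1.251, and among genes under 10 CPM 1543 rose and 106 fell, a ratio of 14.6. The up-regulated *O. rufipogon* genes were short, with a median length of 1053.5 nt, against 1994 nt for the down-regulated and 1533 nt for all tested genes. The log2 fold change fell with length over genes, which are not independent replicates (Spearman's rho −0.273, against 0.0792 in *O. sativa*). When the trend of counts on transcript length was removed from each library, 1990 *O. rufipogon* genes rose and 2777 fell, a ratio of 0.7166, and in *O. sativa* 788 rose and 999 fell. After this correction, 54 of the 57 up-regulated and 44 of the 45 down-regulated genes of Table 1 passed in *O. rufipogon*, against 56 and 43 before it, and 56 and 44 passed in *O. sativa* both before and after. A length bias that differs between the *O. rufipogon* CC and −Fe libraries, such as one from RNA quality or library preparation, is a candidate explanation for the excess, but removing a trend would also remove a real difference between short and long genes, and no measure of RNA quality was used here.

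The *O. rufipogon* CC libraries lay farther apart than other replicates, with a root mean square log2 difference of 0.433 over genes of at least 10 CPM, against 0.164 between the *O. rufipogon* −Fe libraries and 0.214 and 0.227 in *O. sativa*. The ratio of the *O. rufipogon* CC to −Fe spread was 2.64, and it stayed at 2.568 after drawing down to the smallest total. A mislabelled library is not borne out, since the distance of CC 1 to CC 2 was 0.7771 of its distance to the nearer −Fe library, and length accounts for 0.01708% of the variance of the difference between the CC libraries. No further technical measure of these libraries was used here, so the source of the spread remains open.

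The down-regulated lists of the paper hold 18 *O. sativa* and 28 *O. rufipogon* transcripts with a log2 ratio under −5. In 69.57% of them the summed counts of the gene changed by less than 1 on the log2 scale, so reads that moved between transcripts of one gene are a candidate explanation for most of these values, whether by splicing or by the division of reads. Of the transcripts on in 2 libraries and off in 2, 62.3% in *O. sativa* and 48.1% in *O. rufipogon* split by treatment, against 33.3% if libraries were exchangeable. These percentages hold both directions, and the transcripts that were off in both −Fe libraries, the direction of the lists, were 28.3% in *O. sativa* and 19.0% in *O. rufipogon*, against 16.7% if libraries were exchangeable. Instability between replicates is therefore not ruled out for the listed falls. Of the 291 listed *O. sativa* transcripts, 289 passed with a fall in the transcript test, and of the 591 listed *O. rufipogon* transcripts, 124 did, although all 591 had a negative log2 fold change. At gene level 264 of the 282 *O. sativa* genes and 519 of the 584 *O. rufipogon* genes passed with a fall.

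Genes next to the up-regulated genes of Table 1 were also up-regulated more often than neighbours of random genes of similar expression, with 14 of 70 tested neighbours in *O. sativa* against a median of 2 (one-sided permutation test over 10000 random gene sets, p = 0.0001, the smallest that they can give) and 15 of 67 in *O. rufipogon* against a median of 8 (p = 0.022 by the same permutation test). Chance is thus not a sufficient account. Of these neighbours, 75.86% share reads with another gene, against 52.9% of all up-regulated *O. sativa* genes and 44.9% of those of *O. rufipogon*. That could mean that duplicated neighbours trade reads or that they respond together, and the data cannot tell these apart.

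The expression values of the supplementary tables, which are headed with the full name of TPM, were not the TPM of the deposited tables. Divided by the estimated count, they varied between transcripts of one library by a coefficient of variation of at most 0.0001782%, and divided by the TPM by at least 51.7%. They are thus estimated counts multiplied by one constant per library, and a ratio of treatments within one transcript is not affected by transcript length.

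The summed estimated counts of *O. sativa*, 45930281 under CC and 49435506 under −Fe, exceed the paper's read totals of 33253905 and 36581515, while those of *O. rufipogon*, 32015184 and 36002883, lie below the paper's 34973923 and 36365135. No explanation was tested.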
